# Ficolins do not alter host immune responses to lipopolysaccharide-induced inflammation *in vivo*

**DOI:** 10.1038/s41598-017-04121-w

**Published:** 2017-06-20

**Authors:** Ninette Genster, Olga Østrup, Camilla Schjalm, Tom Eirik Mollnes, Jack B. Cowland, Peter Garred

## Abstract

Ficolins are a family of pattern recognition molecules that are capable of activating the lectin pathway of complement. A limited number of reports have demonstrated a protective role of ficolins in animal models of infection. In addition, an immune modulatory role of ficolins has been suggested. Yet, the contribution of ficolins to inflammatory disease processes remains elusive. To address this, we investigated ficolin deficient mice during a lipopolysaccharide (LPS)-induced model of systemic inflammation. Although murine serum ficolin was shown to bind LPS *in vitro*, there was no difference between wildtype and ficolin deficient mice in morbidity and mortality by LPS-induced inflammation. Moreover, there was no difference between wildtype and ficolin deficient mice in the inflammatory cytokine profiles after LPS challenge. These findings were substantiated by microarray analysis revealing an unaltered spleen transcriptome profile in ficolin deficient mice compared to wildtype mice. Collectively, results from this study demonstrate that ficolins are not involved in host response to LPS-induced systemic inflammation.

## Introduction

The ficolins are a family of pattern recognition molecules that initiate the lectin pathway of complement^1–3^. Humans express three ficolins: ficolin-1(M-ficolin)^4, 5^ in bone marrow and myeloid cells, ficolin-2(L-ficolin)^6^ in liver and ficolin-3(H-ficolin)^7^ in liver and lungs. All the human ficolins are present in serum^8–10^. Mice express two ficolins: ficolin-A^11^ in liver and spleen and ficolin-B^12^ in bone marrow. Both proteins are present in serum, although ficolin-B only in very low concentration^13^. Ficolin-B is the homologue of human ficolin-1, ficolin-A is closely related to human ficolin-2 whereas a third ficolin gene exists as a pseudogene in mice^14^. The ficolins recognize pathogen-associated molecular patterns on the surface of microorganisms^15–19^ and DNA on apoptotic and necrotic host cells^20, 21^. Upon pathogen recognition, the ficolin associated serine proteases, named MASPs, catalyze cleavage of complement components C4 and C2, leading to C3 convertase (C4b2a) formation^22^. The C3 convertase cleaves C3 into the opsonin C3b and the anaphylatoxin C3a. Activation of C3 also leads to downstream formation of the C5 convertase (C4b2a3b) which cleaves C5 into the anaphylatoxin C5a and the fragment C5b. C5b initiates formation of the lytic terminal membrane attack complex (C5b-9). In this way, effector functions of the complement cascade, i.e. opsonization, lysis and generation of an inflammatory response, result in elimination of the target. Therefore, complement and ficolins generally have a host-protective effect.

In certain situations, however, an exaggerated activation of the complement cascade can have detrimental effects due to activation of inflammatory cells and secretion of pro-inflammatory cytokines^23, 24^. Sepsis is a systemic overwhelming inflammatory response, resulting from uncontrolled bacterial spread during infection, which can lead to tissue damage, multiple organ failure and death^25^. Because this uncontrolled production of pro-inflammatory cytokines can be more damaging than the primary infection, it is important to attenuate this excessive reaction. Lipopolysaccharide (LPS) from the outer membrane of Gram-negative bacteria plays a major role in activating the inflammatory response during sepsis, and administration of LPS in animal models has been widely used to study the inflammatory response to Gram-negative bacteria^26^.

While a protective effect of ficolins has been demonstrated in clinical studies^27–29^ and in mouse models of infection^13, 30–32^, the contribution of ficolins to inflammatory processes is not well-characterized. However, we recently observed that ficolin deficient mice showed decreased production of pro-inflammatory cytokines during local fungal lung infection *in vivo* ^33^. Others have reported that ficolin-2 promotes production of pro-inflammatory cytokines in mouse macrophages *in vitro*, and that ficolin-A promotes TNF and IL-17 production in response to LPS *in vivo* ^32^.

To elaborate on these previous discoveries and to better understand the role of ficolins during inflammation, we subjected ficolin deficient mice to LPS-induced inflammation and evaluated their inflammatory response and survival.

## Results

### Ficolin-A binds to LPS *in vitro*

To determine whether ficolin-A binds to LPS, ELISA plates were coated with LPS (from *Escherichia coli* 0111:B4) and serial dilutions of wildtype (WT) or ficolin knockout (KO) serum were added and ficolin-A binding to LPS was detected with an anti-ficolin-A antibody. Plates coated with the ficolin-A ligand acetylated bovine serum albumin (AcBSA) served as a positive control while plates coated with BSA served as a negative control. The results showed a dose-dependent binding of ficolin-A from WT serum to AcBSA and LPS (Fig. 1A,B). As expected, no binding from ficolin KO serum to either of the coats was observed. In another experiment, mouse serum (WT or ficolin KO) was diluted 1:50 and pre-incubated with serial dilutions of LPS for 2 h. When the samples were added to plates coated with AcBSA and ficolin-A was detected with anti-ficolin-A antibody, a dose-dependent inhibition by LPS of ficolin-A binding to its known ligand AcBSA was revealed. These results demonstrated that ficolin-A from mouse serum binds to the LPS used for the subsequent *in vivo* experiments.

**Figure 1:**
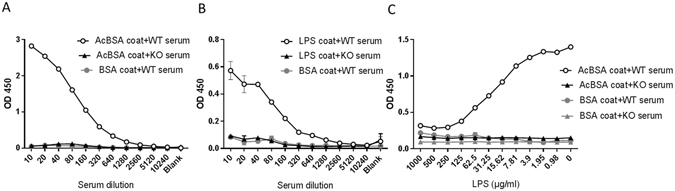
Serum ficolin-A binds to LPS *in vitro*. ELISA plates were coated with of BSA (negative control), the ficolin-A ligand AcBSA (positive control) or LPS (all 5 µg/ml). In **A** and **B**, serial dilutions of mouse serum (WT or ficolin KO) were added to the plates and ficolin-A was detected with an anti-ficolin-A antibody. In **C**, mouse serum (WT or ficolin KO) was diluted 1:50 and pre-incubated with serial dilutions of LPS for 2 h. Subsequently, the samples were added to plates coated with AcBSA or BSA and ficolin-A was detected with an anti-ficolin-A antibody. All graphs show mean ± SEM of duplicate wells and are representative of three independent experiments.

### Ficolin deficiency does not impact morbidity and mortality by LPS-induced inflammation

In order to assess the role of ficolins during LPS-induced inflammation *in vivo*, groups of WT mice and ficolin KO mice were injected intraperitoneally (i.p.) with four different doses of LPS and survival time and body weight change was monitored for seven days (Fig. 2). The clinical scores of the animals are presented in Supplementary Fig. S1. Given the highest dose of LPS (25 mg/kg), all mice in WT and ficolin KO groups reached the humane endpoint before day 2 and the median survival time of both groups was 1 day (Fig. 2A). Given a dose of 10 mg/kg, survival rate of WT mice was 47% and of ficolin KO mice 33% and their median survival times were 7 and 2 days, respectively. The difference in survival rates was not statistically significant. After receiving a dose of 5 mg/kg, the survival rate of both WT and ficolin KO groups was 87% and the median survival time was undefined. Given a dose of 2.5 mg/kg, all animals in both groups survived and their median survival time was undefined.

**Figure 2:**
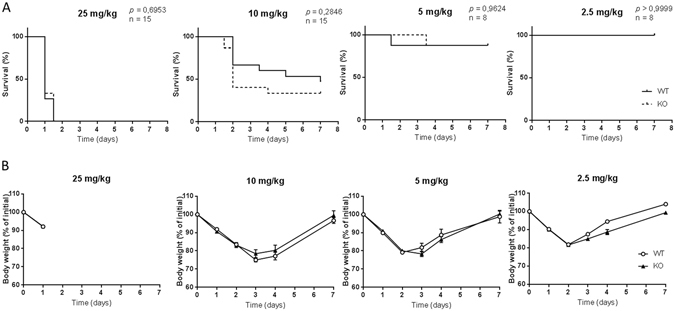
Survival and body weight change is similar in WT and ficolin KO mice after LPS challenge. WT and ficolin KO mice were intraperitoneally injected with LPS of indicated doses and monitored for survival (**A**) and body weight change (**B**) for 7 days. Results were obtained from one (5 mg/kg and 2.5 mg/kg; n = 8) or two (25 mg/kg and 10 mg/kg; n = 15) experiments. In A, Kaplan–Meier survival curves were compared using the log-rank test. In B, graphs show mean ± SEM.

Consistent with the survival recordings, there was no difference in weight loss between WT and ficolin KO mice (Fig. 2B). The clinical scores (Supplementary Fig. S1) and the body weight changes (Fig. 2B) revealed that the mice were affected by the two low doses of LPS although most of them survived the LPS challenge. In addition, control groups of WT and ficolin KO mice received 100 µl of PBS i.p.: their survival was 100% and their body weight remained the same during the 7 day period (Supplementary Fig. S2).

### Ficolin expression is unaltered by LPS-induced inflammation

Next, we assessed the expression of ficolins 6 h after LPS challenge of a lethal dose (10 mg/kg). qPCR analysis showed a fold-change in gene expression of ficolin-A in liver of 0.9 and in spleen of 0.7 and of ficolin-B in bone marrow of 1.2 after LPS challenge (Fig. 3); none of these changes were statistically significant.

**Figure 3:**
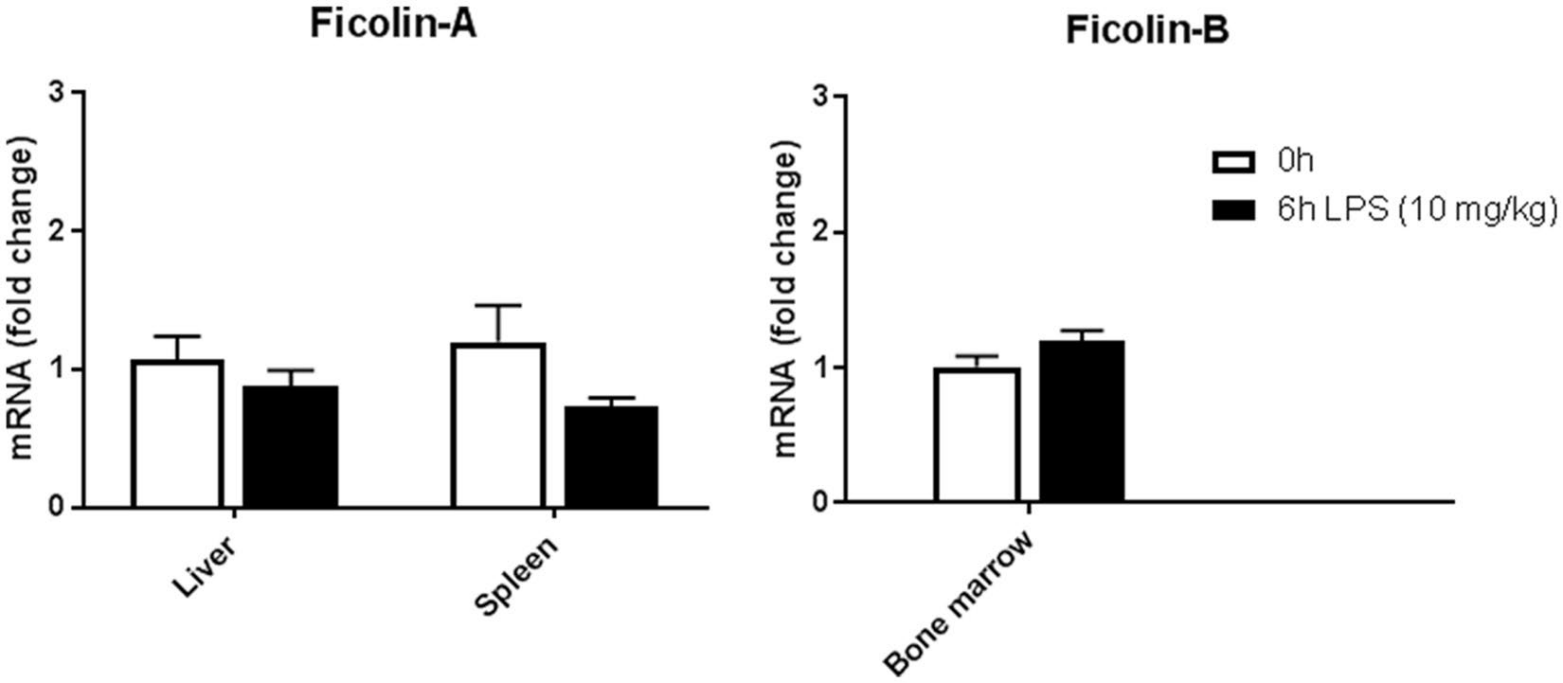
Ficolin expression is unaltered in mice after LPS challenge. Groups of WT mice were untreated or intraperitoneally injected with LPS of a lethal dose (10 mg/kg) and sacrificed after 6 h. Liver, spleen and bone marrow were removed and expression of ficolin-A and ficolin-B in tissue homogenates was measured by qPCR. Data was obtained from one experiment and represent mean ± SEM (n = 5) as the fold change from naive WT mice.

### Ficolin deficiency does not impact the cytokine profile in response to LPS-induced inflammation

To evaluate the LPS-induced inflammatory response in the animals, we analyzed the cytokine profiles after LPS challenge (Figs 4–8). First, we determined the gene expression of inflammatory cytokines in spleens of WT and ficolin KO mice (Fig. 4). Groups of mice were either challenged with a lethal dose of LPS (10 mg/kg) and sacrificed after 6 h or challenged with a sublethal dose of LPS (2.5 mg/kg) and sacrificed after 6 h or 24 h, and the mRNA levels of IL-1β, TNF, IL-6 and IL-10 in spleen homogenates were determined. Comparing the expression of the cytokines induced by the two different doses at 6 h, all four cytokines were expressed to a higher extend after the lethal dose. After challenge with a lethal dose of LPS, the expression of all four cytokines were lower at 6 h in ficolin KO mice compared to WT, but only the difference in IL-1β levels was statistically significant. After a sublethal dose of LPS, the pro-inflammatory cytokines (IL-1β, TNF and IL-6) peaked at 6 h, while the anti-inflammatory cytokine IL-10 peaked at 24 h. There was no difference in expression between ficolin KO mice and WT mice challenged with a sublethal dose of LPS.

**Figure 4:**
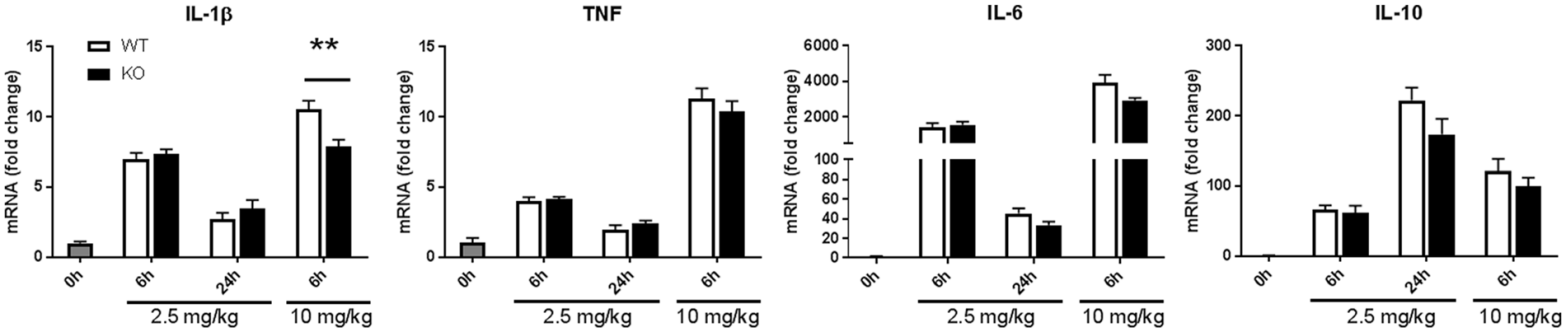
Cyokine expression in spleens of WT and ficolin KO mice after LPS challenge. Groups of WT and ficolin KO mice were intraperitoneally injected with LPS of a sublethal (2.5 mg/kg) or lethal (10 mg/kg) dose and sacrificed at indicated time points. Spleens were removed and expression of inflammatory cytokines in spleen homogenates was measured by qPCR. Data represent mean ± SEM as the fold increase over the control group (naive WT mice); n = 6–8 mice in LPS groups and n = 2 mice in the control group. **p < 0.01 for WT to ficolin KO comparisons (unpaired two-tailed Student’s t test).

**Figure 5:**
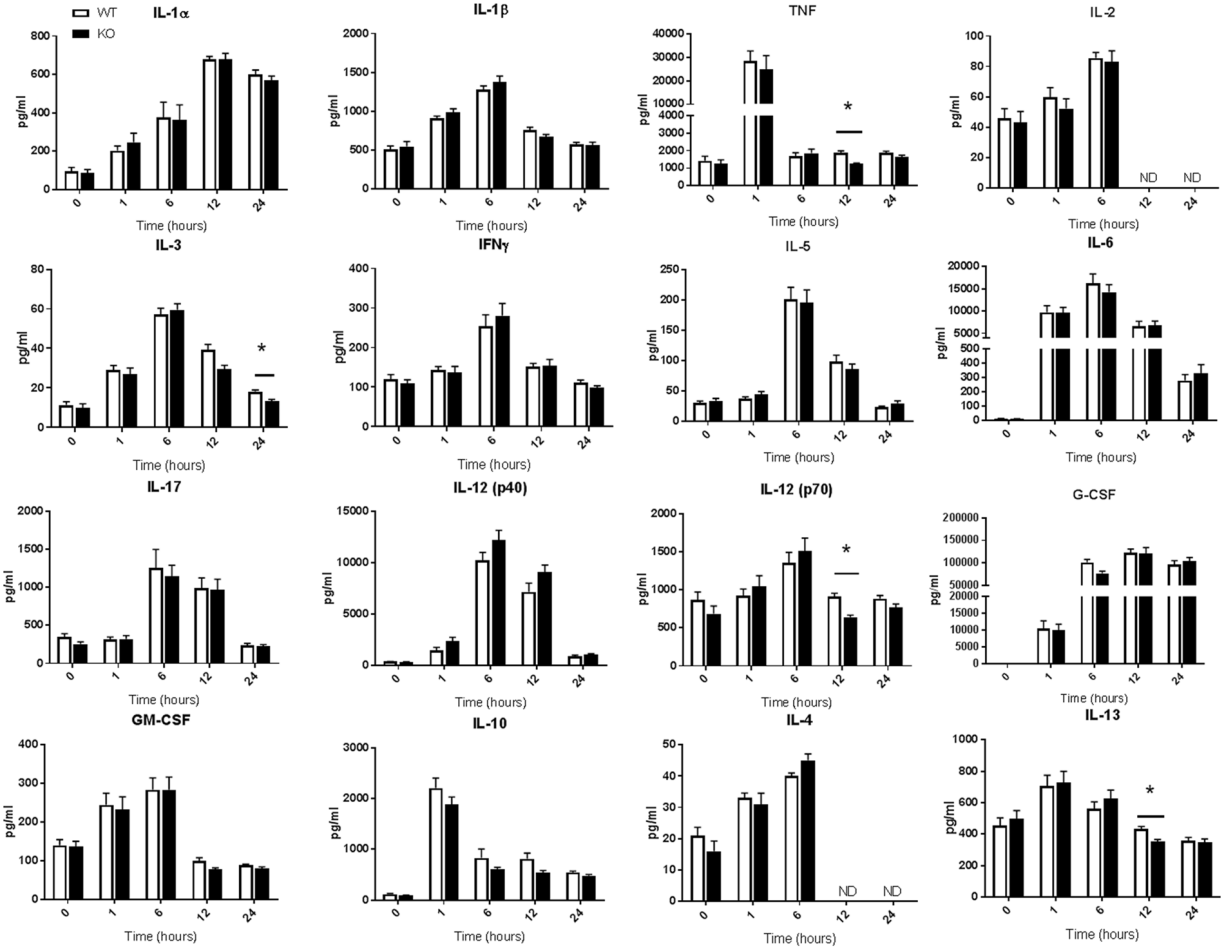
Serum cytokine levels in WT and ficolin KO mice after LPS challenge with a sublethal dose. Groups of WT and ficolin KO mice were intraperitoneally injected with LPS of a sublethal dose (2.5 mg/kg). At indicated time points, blood was collected before the mouse was sacrificed. The serum concentration of inflammatory cytokines was measured by a multiplex Luminex assay; the data was obtained from two independent experiments per time point and represent mean ± SEM (n = 11 mice per group per time point). *p < 0.05 for WT to ficolin KO comparisons (unpaired two-tailed Student’s t test). ND = not determined.

**Figure 6:**
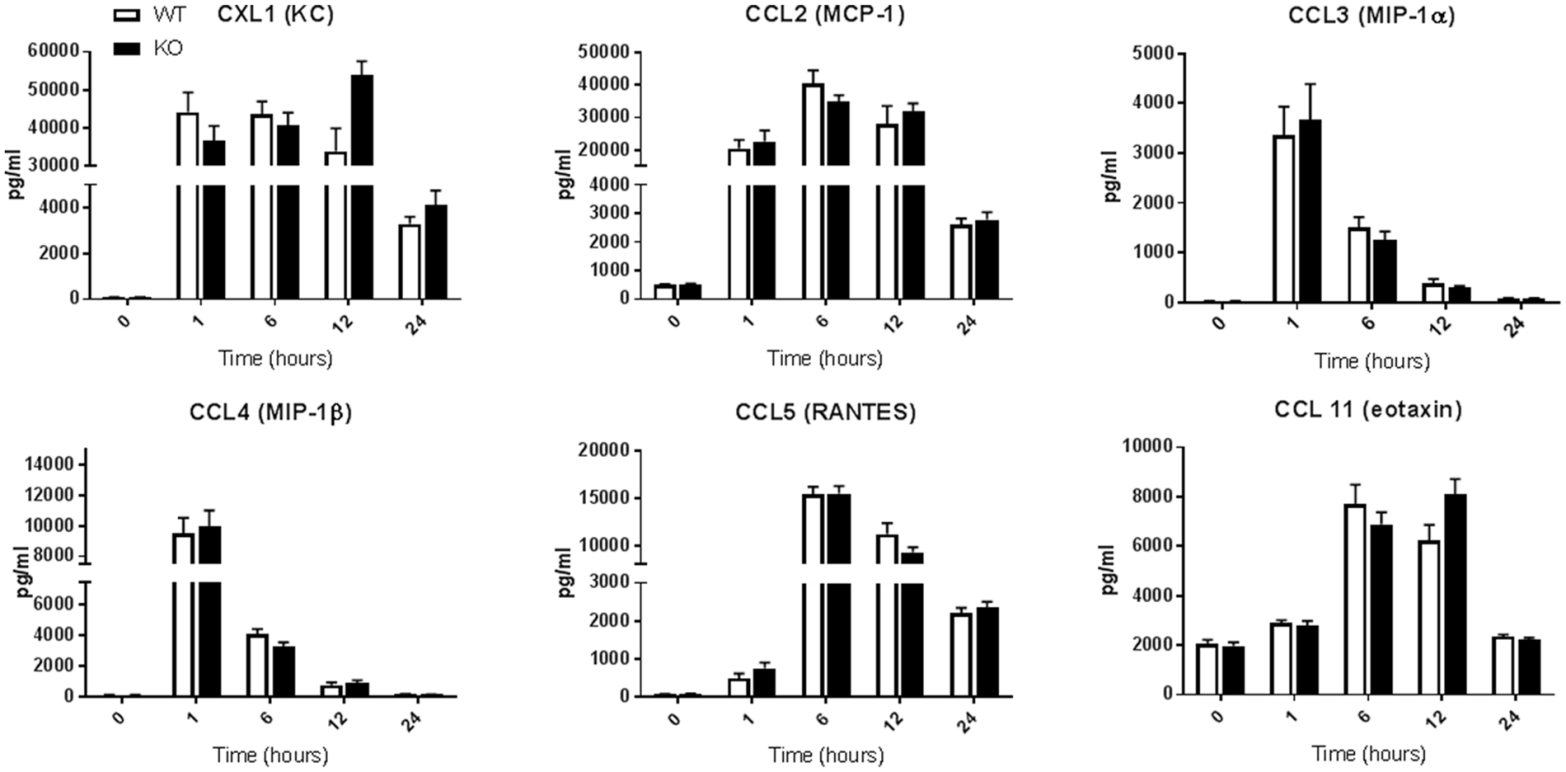
Serum chemokine levels in WT and ficolin KO mice after LPS challenge with a sublethal dose. Groups of WT and ficolin KO mice were intraperitoneally injected with LPS of a sublethal dose (2.5 mg/kg). At indicated time points, blood was collected before the mouse was sacrificed. The serum concentration of chemokines was measured by a multiplex Luminex assay; the data was obtained from two independent experiments per time point and represent mean ± SEM (n = 11 mice per group per time point).

**Figure 7:**
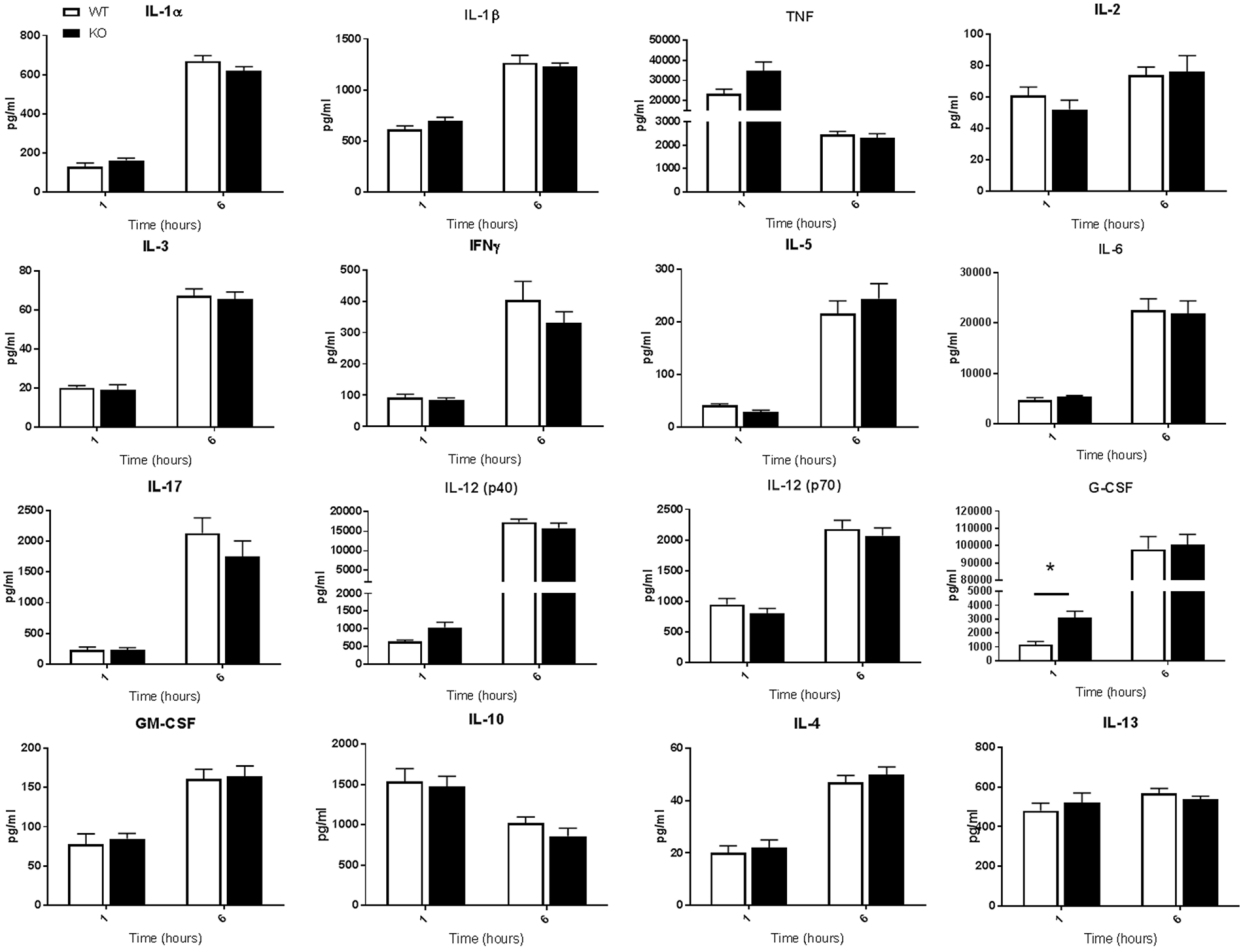
Serum cytokine levels in WT and ficolin KO mice after LPS challenge with a lethal dose. Groups of WT and ficolin KO mice were intraperitoneally injected with LPS of a lethal dose (10 mg/kg). At 1 h or 6 h after challenge, blood was collected before the mouse was sacrificed. The serum concentration of inflammatory cytokines was measured by a multiplex Luminex assay; the data was obtained from two independent experiments per time point and represent mean ± SEM (n = 11 mice per group per time point). *p < 0.05 for WT to ficolin KO comparisons (unpaired two-tailed Student’s t test).

**Figure 8:**
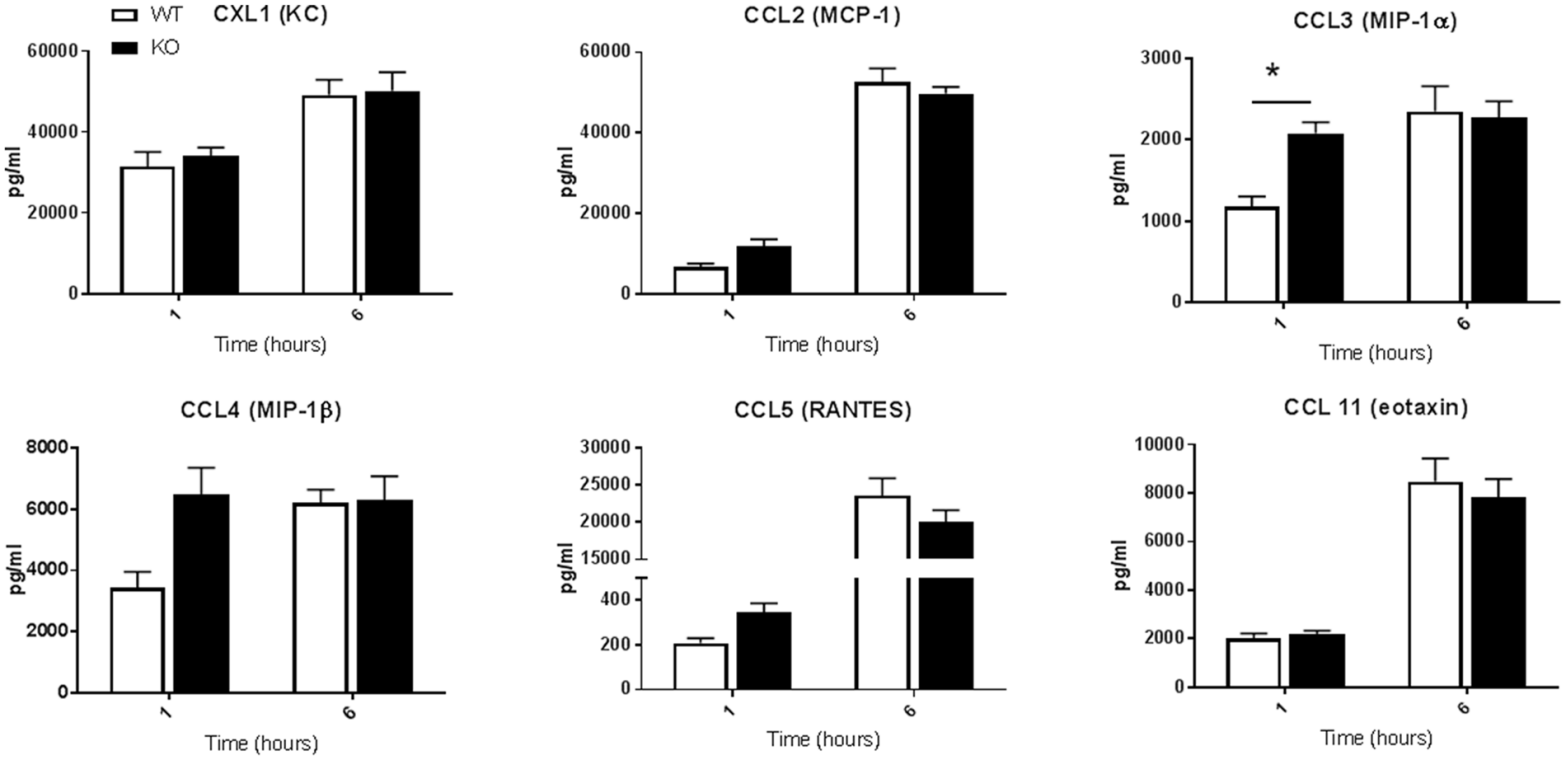
Serum chemokine levels in WT and ficolin KO mice after LPS challenge with a lethal dose. Groups of WT and ficolin KO mice were intraperitoneally injected with LPS of a lethal dose (10 mg/kg). At 1 h or 6 h after challenge, blood was collected before the mouse was sacrificed. The serum concentration of chemokines was measured by a multiplex Luminex assay; the data was obtained from two independent experiments per time point and represent mean ± SEM (n = 11 mice per group per time point). *p < 0.05 for WT to ficolin KO comparisons (unpaired two-tailed Student’s t test).

To further assess the inflammatory response in mice after LPS challenge, we measured the serum levels of 22 inflammatory cytokines and chemokines at various time points after challenge with a sublethal or a lethal dose of LPS (Figs 5–8).

Groups of WT and ficolin KO mice given a sublethal dose of 2.5 mg/kg of LPS i.p. were bled and sacrificed at 0 h, 1 h, 6 h, 12 h or 24 h after LPS challenge (Figs 5,6). Most of the cytokines peaked at 6 h and about half of the cytokines returned to basal level at 24 h. TNF and IL-10 peaked at 1 h whereas IL-1α peaked at 12 h (Fig. 5). Three of the six chemokines peaked early at1h, whereas the other three peaked at 6 h (Fig. 6). The most increased cytokines after LPS challenge included TNF, IL-6, IL-12(p40), G-CSF and the chemokines. Overall, levels of the 22 cytokines and chemokines were similar in WT and ficolin KO mice challenged with a sublethal LPS dose and only levels of a few cytokines were significantly lower in KO mice; TNF at 12 h, IL-3 at 24 h, IL-12(p70) at 12 h and the anti-inflammatory IL-13 at 12 h.

In another set of experiments, groups of WT and ficolin KO mice were given a lethal dose of 10 mg/kg of LPS i.p. and sacrificed at 1 h or 6 h to assess the serum cytokine and chemokine levels (Figs 7, 8). The general cytokine profiles resembled those of mice given a sublethal dose; most of the cytokines peaked at 6 h, whereas TNF and IL-10 peaked at 1 h, and the most increased cytokines were TNF-α, IL-6, IL-12(p40), G-CSF and the chemokines. In accordance to mice given the sublethal dose, the chemokines that peaked after 6 hours were CCL2, CCL5 and CCL11. However, regarding CCL3 and CCL4, the levels clearly declined from 1 h to 6 h in both WT and ficolin KO mice given the sublethal dose (Fig. 6), whereas the levels increased in WT mice and remained the same in KO mice given a lethal dose (Fig. 8). Except for a statistically significant higher level of G-CSF and CCL3 in ficolin KO mice at 1 h, there was no difference in the general pattern of cytokine and chemokine levels between WT and ficolin KO mice given a lethal dose of LPS.

Altogether, these results showed no overall difference between WT and ficolin KO mice in the inflammatory cytokine response after LPS challenge, regardless of the dose given and the time point investigated.

### Ficolin deficiency does not alter the spleen transcriptome profile

Next, we performed microarray analysis to gain insight to the genome-wide transcriptional changes accompanying ficolin deficiency in spleens from naive or LPS challenged (10 mg/kg for 6 h) mice. 

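Spleen RNA of 12 female mice was hybridized to 12 Affymetrix Mouse Gene 2.0 ST arrays, 3 arrays each for naive WT mice, naive ficolin KO mice, LPS challenged WT mice and LPS challenged ficolin KO mice. LPS challenged mice had received 10 mg/kg LPS 6 h before sacrifice. Fcna, the ficolin-A gene that is deleted in the ficolin KO mice, separated the genotypes on every array, with log2 values from 3.98 to 4.85 on the 6 arrays of ficolin KO mice and from 7.92 to 9.38 on the 6 arrays of WT mice. Fcnb, the ficolin-B gene, is expressed mainly in bone marrow and had log2 values of 3.51 ± 0.28 in naive WT mice and 3.54 ± 0.04 in naive ficolin KO mice (SD, n = 3 each), so its deletion could not be checked in spleen. The authors normalized the arrays by quantile normalization and summarised the probes by RMA, and the deposited values are log2 intensities, 1 per probe set and array, from 1.38 to 13.86. The median of an array lay between 4.17 and 4.27. Of the 41345 probe sets, 23521 carried 1 gene symbol, 1814 carried several and 16010 carried none, and the brightest probe set of each gene with a symbol of its own was used, which gave 22180 genes. No dim gene was left out. Limma was fitted to all 12 arrays at once, so that the 4 groups shared 1 estimate of the spread, and p-values were adjusted by the method of Benjamini and Hochberg over the 22180 genes. The criteria for DEGs were those of the paper, which are a fold-change over 1.5 with p under 0.05 between genotypes, and a fold-change over 2 with adjusted p under 0.05 between LPS challenged and naive mice. The standard error of a log2 fold-change had a median of 0.14. Across genes, which are not independent replicates, arrays of 1 group had correlations of 0.987 to 0.992 (12 pairs), arrays of the other genotype under the same treatment 0.984 to 0.992 (18 pairs), and naive against LPS challenged arrays 0.940 to 0.958 (36 pairs). The number of arrays limits the precision, and 3 mice against 3 cannot give a p under 0.1 in an exact permutation test.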

Using fold-change > 1.5 and p < 0.05 as criteria for significance (Fig. 9A), we identified 24 differentially expressed genes (DEGs) between ficolin KO and WT mice in the naive state (Supplementary Table S1) and 59 DEGs between ficolin KO mice and WT mice in the LPS challenged state (Supplementary Table S2). 

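In naive spleens, 41 genes met these criteria between ficolin KO and WT mice, 21 higher and 20 lower in ficolin KO mice. Besides Fcna, the lower genes included Nr1d1, a transcriptional repressor of the circadian clock, with a log2 fold-change of -1.45 (SE 0.25, fold-change 0.367). The higher genes included Ifit1, an interferon-induced antiviral gene, at 0.71 (SE 0.16) and Cryaa, a crystallin of the eye lens, at 0.81 (SE 0.17). Cryaa was dim, with a mean log2 value of 3.74 in naive WT mice, below the median of every array, and 4.55 in naive ficolin KO mice. That lies within the range of the deleted Fcna in ficolin KO mice, so expression of Cryaa in spleen is not shown. In LPS challenged spleens, 102 genes met the criteria, 33 higher and 69 lower in ficolin KO mice. More genes were lower than higher there with most alternatives, but not with all probe sets (295 higher, 245 lower), with the mean of the exocrine pancreas genes as a covariate (279 higher, 214 lower) or with no fold criterion (575 each). Of the 69 lower genes, 28 were among 30 measured genes of the exocrine pancreas, such as Pnliprp1, a lipase-related protein, at -4.35 (SE 1.05), and 6 among 7 measured Reg genes, which encode secreted C-type lectins of pancreas and gut. Of the other genes, Coq4, which takes part in coenzyme Q synthesis, was lower by a log2 fold-change of -1.20 (SE 0.12), and Plac9a (1.10, SE 0.27) and the zinc finger gene Zfp932 (0.92, SE 0.20) were higher in ficolin KO mice. Without the exocrine pancreas and Reg genes, a choice made after seeing the data, 39 genes remained in the naive comparison and 68 in the LPS comparison, 33 of these higher and 35 lower. At p under 0.05 from limma with no fold criterion there were 633 genes in naive mice (2.85% of 22180) and 1150 in LPS challenged mice (5.18%). With no difference between the genotypes a share of 0.05 is expected, so the naive share lay below it and the LPS share near it. All 10 splits of the naive arrays into 3 and 3 gave at least 41 genes, and 2 of 10 splits of the LPS arrays at least 102, the real split included. The 2 counts alone therefore do not show a difference between the genotypes. Leaving out each of the 12 arrays in turn, Fcna, Reg2, Nr1d1, Ifit1 and Cryaa (5 of the 41 genes) and 44 of the 102 genes passed every time. The naive count became 110, 75 and 62 without WT naive replicates 1, 2 and 3 and 92, 82 and 72 without KO naive replicates 1, 2 and 3, and the LPS count became 191 without WT LPS replicate 1, 155 without KO LPS replicate 2 and 208 without KO LPS replicate 3. Ordinary least squares on the 2 groups alone gave 17 and 46 DEGs. Cryaa, the crystallin gene, did not pass with the probe sets of a gene averaged (0.37).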

If setting the significance border to q < 0.05 only *Fcna* (ficolin-A) would be considered as differentially expressed between KO and WT groups. 

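Fcna passed an adjusted p under 0.05 in both states, and Coq4 and Reg3a passed it in LPS challenged mice. Fcna was 9.02 ± 0.32 in naive WT mice and 4.39 ± 0.44 in naive ficolin KO mice on the log2 scale (SD, n = 3 each), a log2 fold-change of -4.63 (SE 0.19, fold-change 0.0404, adjusted p = 8.86e-09 from limma). After LPS challenge it was 8.08 ± 0.15 in WT mice and 4.38 ± 0.06 in ficolin KO mice (SD, n = 3 each), a log2 fold-change of -3.70 (fold-change 0.0770, adjusted p = 2.15e-07 from limma). Coq4 was 7.46 ± 0.14 in WT mice and 6.25 ± 0.07 in ficolin KO mice after LPS challenge (SD, n = 3 each), with an adjusted p of 3.84e-04 from limma, whereas its log2 difference in naive mice was 0.16 (SE 0.12). Reg3a, a secreted antibacterial lectin, was 6.19 ± 1.04 in LPS challenged WT mice and 3.29 ± 0.43 in LPS challenged ficolin KO mice (SD, n = 3 each), a log2 fold-change of -2.89 (SE 0.36, adjusted p = 0.00602 from limma), where the exocrine pancreas genes were lower as well. With the mean of the exocrine pancreas genes as a covariate, Reg3a no longer passed, as its log2 fold-change became smaller and its error larger (-1.94, SE 0.45, adjusted p = 0.862 from limma), while Coq4 (adjusted p = 0.0176) and Fcna (adjusted p = 0.000163) passed in LPS challenged mice. Reg3a did not pass either with pairs of groups fitted alone (adjusted p = 0.252), with trended and robust variances (adjusted p = 0.329), with all probe sets (adjusted p = 0.0823) or without KO LPS replicate 1 (-2.67, adjusted p = 0.0742, all from limma), and its adjusted p ranged from 0.000166 to 0.862 over the alternatives. Reg2 had an adjusted p of 0.0573 and Reg3g one of 0.0985 from limma in the same comparison. The number of genes past an adjusted p under 0.05 in naive mice became 2 without WT naive replicate 1, KO naive replicate 3 or KO LPS replicate 3, and that in LPS challenged mice became 5 without WT LPS replicate 1 and 23 without KO LPS replicate 3. With ordinary least squares on the 2 groups alone no gene passed in either state, with 628 and 1308 genes at an unadjusted p under 0.05.

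**Figure D1:**
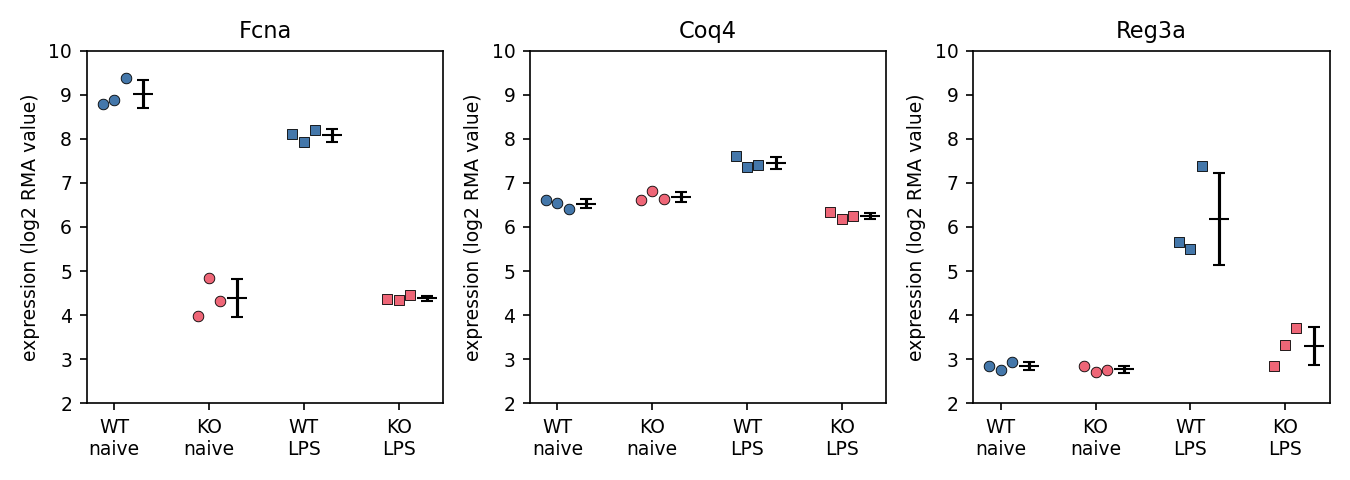
Log2 intensity of Fcna, Coq4 and Reg3a (vertical axis) on each array of the 4 groups (horizontal axis), with points for single mice and a bar for the mean of 3. Fcna is at most 4.85 on all 6 arrays of ficolin KO mice, Coq4 lies from 7.35 to 7.61 in LPS challenged WT mice, and Reg3a lies from 5.51 to 7.39 in LPS challenged WT mice.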

In general, most of the DEGs did not appear to be related to LPS-induced inflammation. 

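Among the lists of inflammatory genes, 1 gene met the criteria between ficolin KO and WT mice in LPS challenged spleens, whereas genes of the digestive enzymes of the pancreas were the list with the most DEGs. None of the 20 chemokines outside the Luminex panel, 30 interferon-stimulated genes, 25 NF-kB targets, 15 acute phase genes, 15 genes of prostaglandin and leukotriene synthesis, 14 genes of macrophage activation metabolism or 26 complement genes passed the criteria by limma or ordinary least squares. Of these 144 genes 3 had an unadjusted p under 0.05 by either tool, and camera gave adjusted p-values from 0.493 to 0.963 for the lists. Of 14 inflammasome genes, Naip5, a sensor of bacterial flagellin, was higher in ficolin KO mice (0.64, SE 0.22), but not without KO LPS replicate 1 (0.53) or replicate 2 (0.52). The 30 exocrine pancreas genes had a median log2 fold-change of -3.18, from -4.35 to -0.53, and 28 were lower in ficolin KO mice, as they were when adjusted over the list alone. Camera gave this list an adjusted p = 4.01e-51 with a preset correlation of 0.01, and adjusted p = 0.118 with an estimated correlation. They included Cel, the bile salt-activated lipase, at -3.98 (SE 0.88) and Cpb1, a carboxypeptidase, at -4.08 (SE 1.07). The mean of these genes was 8.28 ± 0.91 in LPS challenged WT mice and 5.57 ± 1.38 in LPS challenged ficolin KO mice (SD, n = 3 each), and 4.15, 5.66 and 6.90 on the 3 arrays of the latter. Different amounts of adherent pancreas in the dissected spleens may explain this and cannot be told apart from a change of expression. The 7 Reg genes had a median of -2.89, and 6 were lower, also when adjusted over the list alone (adjusted p = 2.64e-16 with the preset and adjusted p = 0.103 with an estimated correlation). Of 29 histone genes 5 were lower, from -0.83 for H2ac15 to -0.62 for H1f2, and 0 passed when adjusted over the list alone. Their median was -0.48 (adjusted p = 1.28e-09, and adjusted p = 0.686 with an estimated correlation). Each of these 5 lost its call without at least 1 LPS array, such as H2ac15 without WT LPS replicate 3 (-0.55). These 3 lists were written after reading Tables S1 and S2 and are not independent evidence. The 9 genes of pancreatic islets held no DEG by limma or ordinary least squares, with 0 and 1 genes at an unadjusted p under 0.05 (camera adjusted p = 0.883).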

Of note is, however, that *Reg2* (regenerating islet-derived 2) was upregulated in ficolin KO mice (fold-change 7.0) in the naive state, whereas the same gene was downregulated in ficolin KO mice (fold-change 0.1) in the LPS challenged state. 

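Reg2, a secreted protein of the regenerating islet-derived family that the pancreas expresses strongly, was higher in ficolin KO than in WT spleens in the naive state and lower after LPS challenge. Its log2 intensity was 3.74 ± 0.55 in naive WT mice and 6.54 ± 0.37 in naive ficolin KO mice (SD, n = 3 each), a log2 fold-change of 2.80 (SE 0.51, fold-change 6.96, adjusted p = 0.461 from limma). After LPS challenge it was 7.27 ± 0.86 in WT mice and 3.96 ± 1.24 in ficolin KO mice (SD, n = 3 each), a log2 fold-change of -3.31 (SE 0.51, fold-change 0.101, adjusted p = 0.0573 from limma). With the exocrine pancreas mean as a covariate these differences were 2.52 (SE 0.38) in naive and -1.72 (SE 0.57, adjusted p = 0.862 from limma) in LPS challenged mice. With LPS challenge, Reg2 rose in WT mice with a log2 fold-change of 3.53 (adjusted p = 6.14e-05 from limma) and fell in ficolin KO mice with one of -2.58 (adjusted p = 0.00104 from limma). The difference between both responses was -6.11 on the log2 scale (SE 0.72, adjusted p = 0.00657 from limma). Every naive ficolin KO array lay above every naive WT array, with 6.14 the lowest of the former and 4.21 the highest of the latter, and every LPS challenged ficolin KO array lay below every LPS challenged WT array. The mean of the 30 exocrine pancreas genes was 7.62 ± 0.83 in naive WT mice and 8.09 ± 0.76 in naive ficolin KO mice (SD, n = 3 each). The adjusted p of the difference between the responses rose above 0.05 with ordinary least squares, with trended and robust variances, with all probe sets tested and with the exocrine pancreas mean as a covariate, which gave -4.25 (adjusted p = 0.574 from limma).

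**Figure D2:**
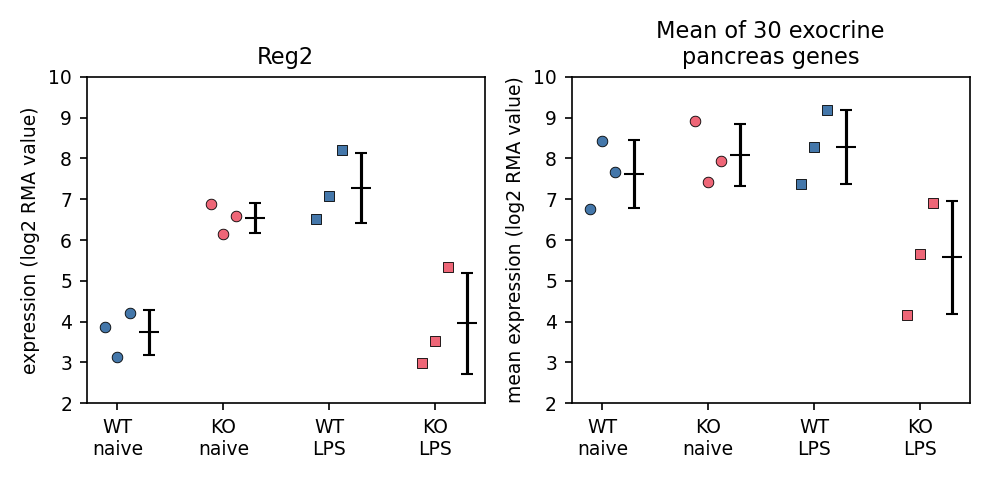
Log2 intensity of Reg2 and mean log2 intensity of the 30 exocrine pancreas genes (vertical axes) on each array of the 4 groups (horizontal axis), with points for single mice and a bar for the mean of 3. Reg2 lies from 6.14 to 6.88 in naive ficolin KO mice and from 6.51 to 8.21 in LPS challenged WT mice, and the pancreas mean is lowest in LPS challenged ficolin KO mice, from 4.15 to 6.90.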

We also compared the number of changed genes in ficolin KO mice after LPS challenge to the number of changed genes in WT mice after LPS challenge (Fig. 9B). Using fold-change > 2.0 and q < 0.05 as criteria for significance, we identified 1470 genes that were altered in both WT and ficolin KO mice after LPS challenge. In addition, 434 genes were changed only in WT mice, whereas other 335 genes were changed only in ficolin KO mice. 

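LPS challenge changed 1607 genes in the same direction in both genotypes, with 788 raised and 819 lowered. Interferon-stimulated genes rose most widely, with 28 of 30 raised in WT mice and 28 in ficolin KO mice, such as Oasl1 at a log2 fold-change of 4.49 in WT and 4.15 in ficolin KO mice (camera adjusted p = 5.99e-35 and 1.08e-33). Of 25 NF-kB targets and feedback genes, 22 rose in WT mice and 20 in ficolin KO mice, among them Tnip3, an inhibitor of NF-kB signalling (4.91 and 4.20), and Il1rn, the interleukin-1 receptor antagonist (4.09 and 4.06). Of 15 acute phase genes, 9 rose in both genotypes, such as Timp1 (3.86 and 3.77). Of 14 genes of macrophage activation metabolism, 10 rose in both genotypes, such as Nos2, the inducible nitric oxide synthase (3.04 and 3.01). Of 14 B cell genes, 9 fell in both genotypes, such as Cd79a of the B cell receptor (-2.46 and -2.35). Among 12 T cell genes, 7 fell in WT mice and 9 in ficolin KO mice, such as Cd3g of the T cell receptor complex (-2.55 and -2.87). Of 10 genes of MHC class II presentation, 8 fell in WT mice and 7 in ficolin KO mice, such as the class II transactivator Ciita (-1.68 and -1.50). Among 10 dendritic cell genes, 3 fell in both genotypes, such as Itgax (-1.92 and -1.82). Of 12 genes of red pulp macrophages, 8 fell in WT and 9 in ficolin KO mice, such as Hpgd, which degrades prostaglandins (-2.31 and -2.23). Of 12 genes of MHC class I presentation, 4 rose in WT mice and 3 in ficolin KO mice, such as Tap1, a peptide transporter (1.69 and 1.76). All of these lists had a camera adjusted p under 0.05 in both genotypes with the preset correlation. They passed with an estimated correlation too, except red pulp macrophages (adjusted p = 0.106 in WT and adjusted p = 0.0864 in ficolin KO mice) and MHC class I presentation in WT mice (adjusted p = 0.0503). In all, 1997 genes changed in WT mice (899 raised, 1098 lowered) and 1918 in ficolin KO mice (936 raised, 982 lowered). Which direction had more genes depended on the scaling, since with array medians subtracted 984 were raised and 968 lowered in WT mice, 1077 and 831 in ficolin KO mice and 873 and 704 in both. Raised genes also outnumbered lowered ones with ordinary least squares in ficolin KO mice (888 and 845) and in both genotypes (727 and 683), and in both without WT naive replicate 2 (811 and 798) or KO LPS replicate 2 (771 and 769). Independent lists of these sizes would share 37.9 raised and 48.6 lowered genes. Only Pla2g1b, a phospholipase of the pancreas (1.86 and -2.14), and Reg2 changed in opposite directions. The call of Pla2g1b in WT mice ended without WT naive replicate 1 (1.39) or 3 (1.88) or WT LPS replicate 2 (1.88) or 3 (1.40), and that in ficolin KO mice without KO naive replicate 1 (-1.71) or KO LPS replicate 1 (-1.60). Across the 22180 genes, which are not independent replicates, the responses of the genotypes had a correlation of 0.909.

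**Figure D3:**
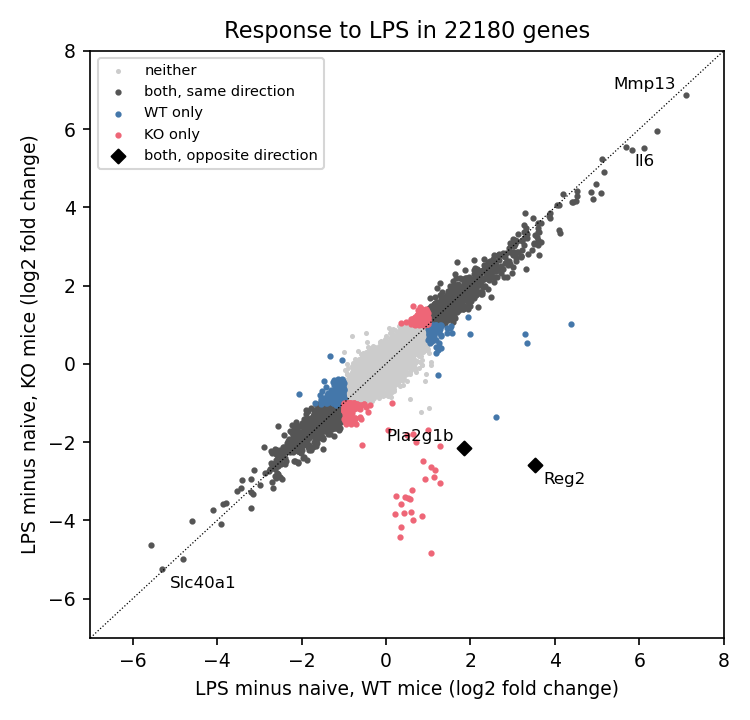
Log2 fold-change of LPS challenged over naive spleens in WT mice (horizontal axis) against that in ficolin KO mice (vertical axis), 1 point per gene, with genes changed in both genotypes, in 1 genotype or in neither in separate colours. The 1607 genes changed in both lie near the diagonal, and Reg2 lies far from it at 3.53 and -2.58.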

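The genes that passed the criteria in 1 genotype alone moved in the same direction in the other in most cases. In WT mice alone, 388 genes passed (109 raised, 279 lowered), of which 384 had the same sign in ficolin KO mice and 344 also had an adjusted p under 0.05 there by limma. With the sign of each gene turned so that its change in WT mice is positive, their log2 fold-change had a median of 1.11 in WT mice and 0.86 in ficolin KO mice. In ficolin KO mice alone, 309 genes passed (148 raised, 161 lowered), of which 282 had the same sign in WT mice and 268 an adjusted p under 0.05 there, with medians of 1.12 in ficolin KO mice and 0.86 in WT mice when turned to the sign in ficolin KO mice. The genes of the exocrine pancreas were 1 group that parted, with 24 of 30 lower after LPS challenge in ficolin KO mice and 1 higher in WT mice. Different amounts of adherent pancreas in the dissected spleens cannot be told apart from a response to LPS here. The lipase Cel had log2 fold-changes of -3.98 (SE 0.88) in ficolin KO mice and 0.63 (SE 0.88) in WT mice. The median of the 30 genes was -2.68 in ficolin KO mice (adjusted p = 4.07e-08, and adjusted p = 0.436 with an estimated correlation) and 0.64 in WT mice (adjusted p = 0.0659). In WT mice the arrays overlapped, with list means of 6.76, 8.43 and 7.675 in naive and 7.37, 8.27 and 9.19 in LPS challenged mice. Of the 7 Reg genes, 5 rose in WT mice, such as Reg3a at 3.34 against 0.53 (SE 0.36) in ficolin KO mice, and 2 fell in ficolin KO mice (adjusted p = 0.00112 in WT mice, and adjusted p = 0.284 with an estimated correlation). Both lists were written after reading the paper's tables and are not independent evidence. Of the histone genes, 3 rose and 1 fell in WT mice and 1 fell in ficolin KO mice, with H1f5 at 1.25 and 0.44 (adjusted p = 0.0289 in WT mice, and adjusted p = 0.8 with an estimated correlation). By the test of the difference between the responses, 57 of the 388 and 51 of the 309 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 from limma. Of all 22180 genes, 783 (3.53%) had an unadjusted p under 0.05 from limma. Genes picked for passing in 1 genotype and not in the other lean towards a difference by that choice. These shares, and the medians of 1.11 against 0.86 and 1.12 against 0.86, are therefore no evidence of different responses.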

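Matrix metallopeptidase 13, Mmp13, rose with LPS challenge in both genotypes, from a log2 intensity of 3.57 to 10.68 in WT mice and from 3.64 to 10.50 in ficolin KO mice. These are log2 fold-changes of 7.11 (fold-change 138) in WT mice and 6.86 (fold-change 116) in ficolin KO mice, with a standard error of 0.15 and adjusted p-values of 2.72e-13 and 4.52e-13 from limma. Acod1, formerly Irg1, which makes itaconate in macrophages, had log2 fold-changes of 6.42 in WT and 5.95 in ficolin KO mice. Among chemokines, Ccl3, which attracts leukocytes, rose with fold-changes of 69.1 and 45.4, Cxcl10 with 34.1 and 20.6, and Ccl2, which attracts monocytes, with 31.3 and 24.0. Among cytokines, Il6 rose with fold-changes of 51.5 and 46.3 and Ifng with 34.5 and 37.4. Saa3, an acute phase protein, had log2 fold-changes of 5.83 and 5.46, and Ptgs2, the inducible cyclooxygenase, ones of 5.17 and 4.90. Mmp13, Acod1, Il6, Ifng and Ptgs2 had naive levels below the median of every array (at least 4.17), as had Ccr3 in LPS challenged WT mice (3.98), so their fold-changes can only be lower bounds of the change and are not ranked or compared between the genotypes. The iron exporter Slc40a1 was lowered from a log2 intensity of 10.67 to 5.37 in WT mice and from 10.50 to 5.25 in ficolin KO mice, with fold-changes of 0.0253 and 0.0263, and the eosinophil chemokine receptor Ccr3 with fold-changes of 0.0414 and 0.0622. Each of these genes separated all 6 arrays of its genotype by treatment. The difference between both responses was -0.73 on the log2 scale for Cxcl10 and -0.61 for Ccl3 (adjusted p = 0.998 from limma for both).

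**Figure D4:**
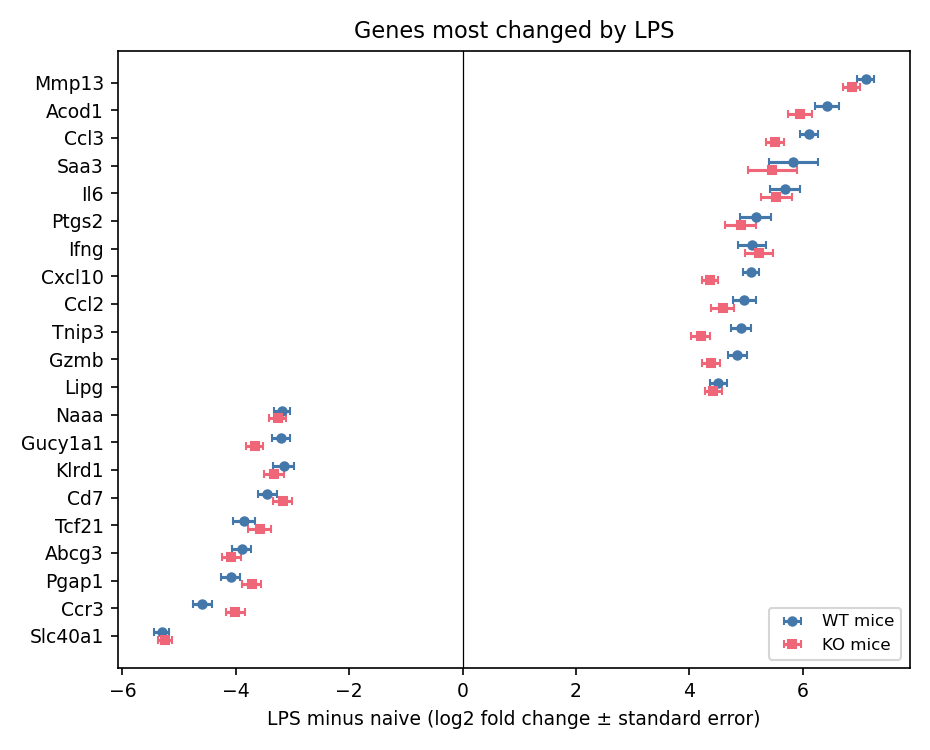
Log2 fold-change of LPS challenged over naive spleens (horizontal axis) for 21 genes (vertical axis), with 1 point per genotype and bars for the standard error from limma. Mmp13 lies at 7.11 in WT mice and 6.86 in ficolin KO mice, and Slc40a1 at -5.31 and -5.25.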

Among the mostly LPS-responsive genes common for ficolin KO and WT mice were chemokines, cytokines and other pro-inflammatory mediators, including *Ccl2*, *Ccl3*, *Ifng*, *Il6*, *Mmp13* (matrix metallopeptidase 13), *Irg1* (Immune Responsive Gene 1), *Saa3* (serum amyloid A 3) and *Ptgs2* (prostaglandin-endoperoxide synthase 2) (Fig. 9C).

**Figure 9:**
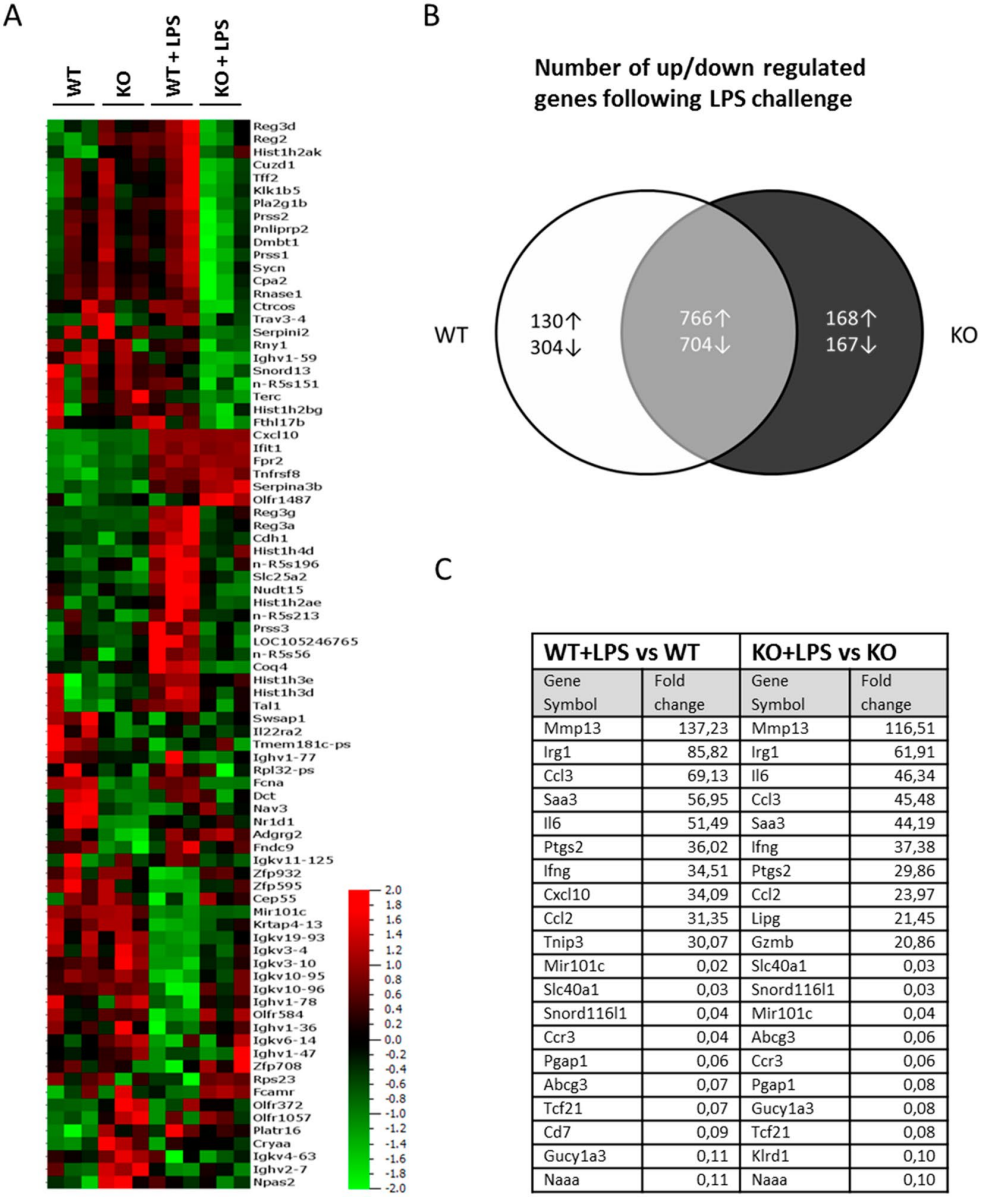
Microarray analysis of differentially expressed genes in WT and ficolin KO mice after LPS challenge. Groups of WT and ficolin KO mice were untreated or intraperitoneally injected with LPS of a lethal dose (10 mg/kg) and sacrificed after 6 h (n = 3 mice per group). Total RNA extracted from spleens was hybridized to the Affymetrix GeneChip Mouse Genome 2.0 ST arrays chip. (**A**) Heatmap showing all experimental samples and 85 genes found as differentially expressed between WT and KO mice in either naive or LPS-challenged state (cut-off: fold-change > 1.5 and p < 0.05). Samples are ordered by the four experimental groups and variables order by hierarchical clustering. (**B**) Venn diagram showing the number of differentially expressed genes induced by LPS challenge (cut-off: fold-change > 2.0 and q < 0.05). The white area contains the number of genes that were only affected in WT mice upon LPS challenge; the black area contains the number of genes that were only affected in ficolin KO mice upon LPS challenge; the grey area contains the number of overlapping genes between WT and ficolin KO mice that were affected upon LPS challenge. (**C**) Table showing the top 20 most changed genes (10 up and 10 downregulated) after LPS challenge in WT and ficolin KO mice (cut-off: fold-change > 2.0 and q < 0.05).

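Over both states, 139 genes differed between ficolin KO and WT mice at these criteria, and 4 of them, Fcna, H2ac15, Reg2 and Reg3d, did so in both. Fcna was lower in ficolin KO mice in both states, whereas the histone gene H2ac15 (0.71, then -0.83), Reg2 and Reg3d (1.29, then -2.68) were higher in naive and lower in LPS challenged ficolin KO mice. The exocrine pancreas genes were lower in LPS challenged ficolin KO mice as well, and with their mean as a covariate the difference of Reg3d in LPS challenged mice was -0.35 (SE 0.28, adjusted p = 0.919 from limma), which ended its call. The naive calls of H2ac15 and Reg3d ended without single arrays, H2ac15 without WT naive replicate 3 (0.57) or KO naive replicate 3 (0.60) and Reg3d without WT naive replicate 1 (0.94) or 3 (1.34) or KO naive replicate 1 (0.96) or 3 (1.34). The treatment set the arrays apart, with 71% of the variance on the first principal component, 5.6% on the second and 4.4% on the third.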

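Among 22180 genes, Reg2 and Coq4 were the genes whose response to LPS challenge differed between ficolin KO and WT mice at an adjusted p under 0.05 from limma, and 783 genes had an unadjusted p under 0.05. Coq4 rose with LPS challenge in WT mice by a log2 fold-change of 0.93 (adjusted p = 1.5e-05 from limma) and was lower after LPS challenge in ficolin KO mice by one of -0.43 (adjusted p = 0.0102 from limma), a difference of -1.36 (SE 0.16, adjusted p = 0.00657 from limma). Of 30 interferon-stimulated genes 27 had a negative difference between the responses, and 0 passed by limma. Their median was -0.23 (camera adjusted p = 2.77e-08, and adjusted p = 0.56 with an estimated correlation), where the medians between the genotypes were 0.23 in naive and -0.03 in LPS challenged mice. Exocrine pancreas genes had a median of -3.86 (adjusted p = 2.1e-44, and adjusted p = 0.171 with an estimated correlation) and Reg genes one of -3.37 (adjusted p = 1.29e-16, and adjusted p = 0.0971 with an estimated correlation). Histone genes had a median of -0.55 (adjusted p = 6.76e-09, and adjusted p = 0.78 with an estimated correlation). Genes of the circadian clock had a median of 0.19 (adjusted p = 0.0396, and adjusted p = 0.793 with an estimated correlation) and immunoglobulin variable genes one of 0.50 (adjusted p = 0.00704, and adjusted p = 0.868 with an estimated correlation). The former no longer passed without any 1 of 6 arrays, such as WT naive replicate 2 (0.085), and the latter without KO naive replicate 1 (0.33), WT LPS replicate 2 (0.38) or KO LPS replicate 3 (0.085). None of the other 33 lists, which hold the cytokines, chemokines, NF-kB targets, acute phase genes and the markers of immune cells, had an adjusted p under 0.05 from camera. With ordinary least squares, with all probe sets tested or with the exocrine pancreas mean as a covariate, no gene had an adjusted p under 0.05 for the difference between the responses, with 854, 1540 and 1049 at an unadjusted p under 0.05. With the covariate the difference of Coq4 was -1.57 (SE 0.22, adjusted p = 0.135 from limma), so its lost call did not come from a smaller effect. With trended and robust variances Coq4 passed and Reg2 did not (adjusted p = 0.985 from limma), and 1 other grouping of the same arrays gave 133 genes, so the count of 2 depends on the setting and on the grouping.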

Overall, the results show that many genes change in response to LPS in both ficolin KO and WT mice; however, lack of ficolins does not change the transcriptional program in spleens, neither in the naive state nor after LPS challenge. These gene expression data therefore substantiate that ficolin deficiency does not alter the host response to LPS-induced inflammation in mice.

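Across the 2306 genes that responded to LPS challenge in either genotype, which are not independent replicates, the log2 fold-changes of the genotypes had a correlation of 0.947, with exceptions such as Reg2 (3.53 in WT and -2.58 in ficolin KO mice) and Cel (0.63 and -3.98). Of the 1607 genes changed in both genotypes, 46 had an unadjusted p under 0.05 for the difference between the responses from limma. Simulated differences between the responses passed at an adjusted p under 0.05 for 64.2% of genes at a fold-change of 2 and for 100% at a fold-change of 4, and for 3% at a fold-change of 1.5. The simulated noise was independent between genes, so these shares do not hold for genes that vary widely or together between mice. On the arrays the differences of Reg3d (-3.97, SE 0.78, adjusted p = 0.711 from limma) and Reg3b (-3.37, SE 0.88, adjusted p = 0.998 from limma) did not pass. The paper states that LPS changes many genes in both genotypes and that the transcriptional program of the spleen is unchanged without ficolins in both states. It takes these data to substantiate that ficolin deficiency leaves the response of the mice to LPS unaltered.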

## Discussion

In the present study we show for the first time that ficolins do not contribute to the LPS-induced inflammatory response *in vivo* in mice. The data are consistent using a broad panel of readouts; microarrays and selected qPCRs in tissues in addition to a number of single inflammatory mediators measured in serum. Convincingly, there were no overall differences between ficolin KO mice and WT mice.

Few studies involving ficolin KO mice are found in the literature to date. Endo *et al*. found that survival rates of ficolin-A KO, ficolin-B KO and double KO mice were significantly reduced compared to WT mice after intranasal infection with a *Streptococcus pneumoniae* strain^13^. Reconstitution of ficolin-A improved the survival rate of ficolin-A KO mice, but not of double KO mice, revealing the requirement of both ficolin-A and ficolin-B in the defense against *S. pneumoniae*. Another study also reported a reduced survival rate in ficolin-A KO mice using the same *S. pneumoniae* strain^31^. Reduced survival rates of ficolin-A KO mice compared to WT mice after infection with *influenza A* virus^30^ and *Mycobacterium tuberculosi*s^32^ have also been reported. In addition, we showed that ficolin KO mice showed decreased fungal clearance in the early phase of *A. fumigatus* infection^33^. A common feature of these studies is that they employ lung infection models.

Besides these infection models, ficolin-B KO mice have been investigated in a model of Type1 diabetes related kidney desease^34^, ficolin-A KO mice have been investigated in a model of collagen antibody-induced arthritis^35^ and ficolin-A KO as well as ficolin-B KO mice have been subjected to intravenous injection of mitochondria^36^. There was no difference between ficolin KO mice and WT mice in any of these experimental models. In the present study we found that although serum ficolin-A recognize LPS *in vitro*, ficolin KO mice did not show an altered response to four different doses of LPS *in vivo* compared to WT mice. Hence our model of endotoxemia is featured on the list of non-infectious mouse models in which ficolins seem redundant.

Mannose-binding lectin (MBL) is the most widely studied family member of the lectin pathway complement initiators. In 2003 our research group published that MBL gene polymorphisms, giving rise to low levels of MBL, were associated with the development of sepsis and increased risk of fatal outcome from the disease^37^. Mice express two forms of the molecule: MBL-A and MBL-C. The MBL-A KO mouse has been examined in the cecal ligation and puncture (CLP) model of acute septic peritonitis and interestingly it was revealed that MBL-A KO mice showed increased survival compared to WT mice and to C3 KO mice^38^. While the CLP model induces a polymicrobial sepsis that mimics the later phase of human sepsis, the LPS model, which is used in the present study, induces systemic inflammation that mimics many of the initial clinical features of sepsis, but without bacteremia^26^. It would be interesting to test whether ficolin KO mice have a survival advantage in the CLP model like the MBL-A KO mice. All things considered, it is conceivable that an effect of the ficolins require the presence of a (whole) microbe. Recent observations revealed that consumption of ficolin-2 in patients with necrotizing soft tissue infection was associated with increased risk of fatal outcome^39^. However, necrotizing soft tissue infection is predominantly caused by Gram-positive polymicrobial pathogens such as Group A Streptococcus. Nonetheless, it may underscore the importance of the ficolins in clinical situations involving polymicrobial infections.

An early study found that serum MBL-A levels in mice were increased approximately 2-fold, peaking 32 h after the mice received an LPS-injection, while the MBL-C levels did not increase^40^. A later study found that serum MBL-A and MBL-C levels were reduced for 1 week after CLP, while the mRNA levels where unchanged, indicating consumption rather than decreased protein expression^41^. Another study found that ficolin-B mRNA expression was higher in neutrophils isolated from mice subjected to CLP compared to naive mice^42^. In the present study, we did not detect a change in gene expression of ficolin-A or ficolin-B after LPS challenge. In humans, endobronchial administration of LPS was associated with increased levels of alveolar ficolin-3 and MBL, and intravenous administration of LPS was associated with increased levels of plasma ficolin-1^43^. No change in gene expression of ficolin-1 or ficolin-3 was observed. Interestingly, homozygosity for minor alleles resulting in increased ficolin-1 levels was associated with fatal outcome in patients with systemic inflammation/sepsis^44^. These studies suggest that, at least in humans, the ficolins play a role in the local and systemic host defense in response to LPS and sepsis. It is important to note that although mouse models are regarded as acceptable models of sepsis in humans, there are multiple factors that differ between the two species, including differences in the ficolin molecules and the host response to LPS.

Prior research has demonstrated the ability of ficolins to modulate the cytokine response *in vitro* and *in vivo*. *In vitro*, one study showed that ficolin-2 promoted production of IFN-γ, IL-17A, TNF and IL-6 by murine macrophages^32^, whereas another study showed that ficolin-A (or MBL-A) suppressed the LPS-mediated IL-6 and TNF production by murine mast cells^45^. *In vivo*, we found that mRNA and proteins levels IL-1β, IL-6 and TNF were reduced by approximately 30% in lungs of ficolin KO mice compared to WT mice after *A. fumigatus* infection^33^, whereas others found that mRNA levels of TNF-α, IFN-γ and CLCX2 (MIP-2) was increased in lungs from ficolin-A KO mice compared to WT mice after *S. pneumonia* infection^31^. In another study, TNF and IL-17A serum levels were measured in ficolin-A KO mice and WT mice after intravenous LPS challenge: TNF levels were decreased in the KO mice at 3 h and 6 h after LPS challenge (but not at 10 h) and IL-17A levels were decreased in the KO mice at 3 h (but not at 6 h) after LPS challenge^32^. In the present study there were only a few significantly changed cytokines in ficolin KO mice compared to WT mice, including decreased serum TNF at 12 h after sublethal LPS challenge. However, since none of these cytokines were significantly changed in more than one of the three analyses employed (qPCR, Luminex and microarray), we conclude that there was no overall difference in the cytokine response between ficolin KO mice and WT mice after challenge with a sublethal or a lethal dose of LPS. Collectively, these diverse results from different studies indicate that the ability of the ficolins to modulate cytokine responses is dependent on the underlying disease.

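In spleen, 14 of the 23 measured genes of the serum cytokines and chemokines rose with LPS challenge in WT mice and 15 in ficolin KO mice, and none differed between the genotypes. Tnf rose with fold-changes of 4.87 in WT and 3.57 in ficolin KO mice, Il1b with 4.44 and 3.56, and the anti-inflammatory cytokine Il10 with 3.58 and 3.68, which are lower bounds since naive levels of Il10 (3.57 and 3.61) lay below the median of every array. As a list they rose in both genotypes (camera adjusted p = 5.08e-15 and 2.09e-16, and adjusted p = 0.0047 and adjusted p = 0.00386 with an estimated correlation). Between LPS challenged ficolin KO and WT mice, the log2 fold-changes of the 23 genes lay between -0.36 for Ccl2 and 0.29 for Ifng, with Il6 at 0.07, Tnf at -0.11, Il1b at -0.24 and Il10 at 0.08. None met the criteria by limma or ordinary least squares in LPS challenged mice (camera adjusted p = 0.784) or in naive mice (camera adjusted p = 0.248), and at an unadjusted p under 0.05 from limma there were 0 and 1 genes. In naive mice Ccl3 came closest, at 0.58 (SE 0.16, fold-change 1.50, adjusted p = 0.999 from limma). It passed without WT naive replicate 1 (0.59), WT naive replicate 3 (0.71) or KO naive replicate 3 (0.74), and Ccl2 passed in LPS challenged mice without WT LPS replicate 2 (-0.59). By qPCR in spleen at the same dose and time, the paper reports lower IL-1β, TNF, IL-6 and IL-10 in ficolin KO mice. Of these differences only that of IL-1β was significant there. Arrays of 3 mice per group may miss such differences.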

In the present study, whole genome transcriptome analysis confirmed that ficolins were not implicated in LPS-induced inflammation in the animals, and perhaps equally important that there was no significant difference between naive ficolin KO mice and WT mice in spleen expression profiles except, not surprisingly, expression of ficolin-A. Hence, ficolin deficiency per se does not affect transcription in naive mice. Furthermore, the possibility of flanking-allele effects in ficolin KO mice can be ruled out. 

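Naive ficolin KO spleens had no DEG among the markers of immune cells, a higher level of 3 interferon-stimulated genes, and lower levels of Nr1d1 and Dbp of the circadian clock. By limma, no gene met the criteria on the lists of B cells, plasma cells, T cells, NK cells, red pulp, marginal zone and metallophilic macrophages, neutrophils, monocytes, dendritic cells, eosinophils, basophils and mast cells, erythroid cells, megakaryocytes or endothelial cells. Of their 136 genes 7 had an unadjusted p under 0.05, and camera gave none of the lists an adjusted p under 0.124. Of 30 interferon-stimulated genes, 27 had a positive log2 fold-change, with a median of 0.23, and Ifit1, Isg15 and Cxcl10 passed the criteria (camera adjusted p = 2.18e-11, and adjusted p = 0.379 with an estimated correlation). When adjusted over the list alone 3 genes passed, 2 of them with the fold criterion. Ifit1 was 5.30 ± 0.20 in WT mice and 6.02 ± 0.20 in ficolin KO mice (SD, n = 3 each). Cxcl10, a chemokine that interferon induces, was at 0.62 (SE 0.14) and did not pass without WT naive replicate 1 (0.58) or replicate 2 (0.50) or KO naive replicate 1 (0.56). Isg15, a ubiquitin-like protein, was at 0.63 (SE 0.22) and did not pass without WT naive replicate 2 (0.47) or replicate 3 (0.49) or KO naive replicate 3 (0.50). Of 16 circadian clock genes, Nr1d1 and Dbp, an output gene of the clock, were lower and Npas2, a paralog of the activator Clock, was higher in ficolin KO mice (1 higher and 3 lower when adjusted over the list alone). Nr1d1 was 7.48 ± 0.72 in WT mice and 6.04 ± 0.04 in ficolin KO mice (SD, n = 3 each), and its adjusted p was 0.461 from limma. Dbp was at -0.75 (SE 0.20) and did not pass without WT naive replicate 2 (-0.58), and Npas2 was at 0.63 (SE 0.16) and did not pass without WT naive replicate 3 (0.51) or KO naive replicate 1 (0.58) or replicate 2 (0.51). Npas2 was also dim, with a mean log2 value of 3.93 in naive WT mice, below the median of every array, and 4.56 in naive ficolin KO mice. The clock list, written after reading Table S1 and so not independent evidence, had a median of -0.14 (adjusted p = 0.0166, and adjusted p = 0.864 with an estimated correlation). It did not pass without WT naive replicate 2 (-0.10) or KO naive replicate 3 (-0.10). Of the 7 genes of the lectin pathway Fcna was the DEG (camera adjusted p = 0.000118, and adjusted p = 0.379 with an estimated correlation).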

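Fcna and Fcnb lie on 1 chromosome with 60 measured genes counted from the former to the latter, and Coq4 lies 26 measured genes from Fcnb. Of 159 measured genes, the 50 nearest on each side of Fcna and of Fcnb, 7 had p under 0.05 from limma in naive mice (4.40%, against 2.84% of all other placed genes; two-sided Fisher's exact test, p = 0.227, odds ratio 1.57). In LPS challenged mice 13 had p under 0.05 from limma (8.18%, against 5.16%; two-sided Fisher's exact test, p = 0.102, odds ratio 1.64). None of the 159 genes met the criteria for DEGs in naive mice, and in LPS challenged mice Coq4, the pancreatic lipase Cel and 6530402F18Rik (-0.61, SE 0.15) did. Cel was lower with the other exocrine pancreas genes, and 6530402F18Rik did not pass without WT LPS replicate 1 (-0.51) or KO LPS replicate 1 (-0.56). The files name no genome build, so the order of genes was taken from the annotation and no position is given. With the 25 nearest genes on each side the share in naive mice was 7.00% (p = 0.0245 by Fisher's exact test). Leaving out WT naive replicate 3 gave 6.29% in naive mice, and leaving out KO naive replicate 3, WT LPS replicate 1 and KO LPS replicate 3 gave 8.81%, 10.06% and 10.06% in LPS challenged mice, each past p under 0.05.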

To our knowledge, this is the first study to provide whole genome transcription profiles of ficolin KO mice.

Despite a growing number of reports on ficolin properties in various *in vitro* and *in vivo* model systems, a clear understanding of the actual biological functions of these conserved and phylogenetically ancient molecules remains elusive. In conclusion this study provided important new information about the ficolins. We examined the inflammatory response to LPS in ficolin KO mice in detail; we assessed the cytokine profiles and performed whole genome transcriptome profiling. The results unequivocally documented that ficolins are not involved in the LPS-induced inflammatory response in mice.

## Methods

### Reagents

LPS (*E. coli* 0111:B4, product no. L 2630 from Sigma-Aldrich) was suspended at a concentration of 5 mg/ml in sterile PBS and stored in aliquots at −20 °C. LPS was further diluted to the working concentration in sterile PBS on the day of use. Maxisorp polystyrene microtiter plates were purchased from NUNC. PBS-buffer (10 mM Na_2_HPO_4_, 1.47 mM KH_2_PO_4_, 137 mM NaCl, 2.7 mM KCl, pH 7.4) and Barbital- buffer (4 mM C_8_H_11_N_2_NaO_3_, 145 mM NaCl, 2.6 mM CaCl_2_, 2.1 mM MgCl_2_, pH 7.4) and sulphuric acid were all acquired from the hospital pharmacy (RegionH Apoteket, Rigshospitalet, Copenhagen, Denmark). Tween-20 was purchased from Merck. Bovine serum albumin (BSA) (A3803) was purchased from Sigma-Aldrich and acetylated (AcBSA) as described previously^46^. Horseradish-peroxidase (HRP) conjugated rabbit-anti-rat IgG was from Dako, Streptavidin-HRP was from GE Healthcare and TMB ONE was from Kem-En-Tec Diagnostics.

### ELISA binding assays

For the ELISA binding assay microtiter plates were coated overnight with 100 µl LPS in1M NaCl, AcBSA (positive control^47^) or BSA (negative control), all 5 µg/ml in PBS. Barbital-Tween buffer was used for all subsequent washing and dilutions. Serial dilutions of mouse serum (WT or KO) were added to the wells and plates were incubated for 2 h at 37 °C. After washing, binding of ficolin-A to the coat was detected with a biotinylated in-house produced rat anti-mouse ficolin-A (1 µg/ml, overnight at 4 °C) followed by washing and Streptavidin-HRP (1:2000, 1 h shaking at room temperature). For the ELISA inhibition assay, mouse serum (WT or KO) was diluted 1:50 in barb-T buffer and pre-incubated with serial dilutions of LPS for 2 h at 37 °C before adding the samples to plates coated with AcBSA or BSA as above. Plates were incubated for 2 h at 37 °C, washed, and binding of ficolin-A to the coat was detected with in-house produced rat anti-mouse ficolin-A (1 µg/ml, overnight at 4 °C) followed by washing and rabbit-anti-rat HRP (1:2000, 1 h shaking at room temperature). All plates were washed and developed for 10–15 min with 100 µl/well TMB-one substrate and the reaction was stopped with 100 µl/well 0.2 M sulphuric acid. The optical density was measured at 450 nm.

### Mice

Mice double deficient of ficolin-A and ficolin-B were generated as previously described^13, 33^. Heterozygous mice were crossed and the resulting offspring were used for homozygous breeding of WT and double KO mice; mice used in this study belong to the F4 generations. Female mice were used at 10–12 weeks of age. The mice were housed in pathogen-free, temperature-controlled and air-conditioned facilities with a 12 h light/dark cycle. Breeding as well as all animal experiments were conducted at the Department of Experimental Medicine, University of Copenhagen, and Rigshospitalet University Hospital, Copenhagen, Denmark. All animal experiments were approved by the Danish Animal Experiments Inspectorate (permission No. 2016-15-0201-00896) and conducted according to the national Animal Experimentation Act (LBK No. 475 from May 15, 2014). The review board at the Faculty of Health and Medical Sciences, University of Copenhagen, approved this study (P16-247).

### LPS challenge

Weight-matched mice (20 ± 2 g) received 100 µl i.p. of the indicated doses of LPS. Control mice in the survival study received 100 µl i.p. of PBS. For the survival studies, the mice were assessed every 2-8 hours (based on severity of illness), weighted each morning, and survival/clinical score was recorded twice a day (8 a.m. and 8 p.m.) for 7days. The severity of the clinical appearance was scored as follows: 0, not affected; 1, slightly affected (mild piloerection and slightly hunched posture, normal activity); 2, affected (hunched posture, mild piloerection, less active); 3, severely affected (very hunched posture and severe piloerection, inactive). Animals were euthanized if they reached a score of 3. For the collection of serum and organs for further analysis, the mice were challenged with indicated doses of LPS and sacrificed by cervical dislocation at indicated time points.

### Quantitative PCR

Mice were challenged with a lethal dose (10 mg/kg) of LPS and sacrificed after 6 h. In other experiments mice were challenged with a sublethal dose (2.5 mg/kg) and sacrificed after 6 h or 24 h. Naive mice served as controls. Organs were removed and stored in RNAlater (Applied Biosystems). Tissue samples were homogenized with a mechanical homogenizer (TissueRuptor, Qiagen) and RNA was extracted using the Maxwell 16 tissue LEV Total RNA Purification Kit (Promega) following the manufacturer’s recommendations. Total RNA was quantified using a Qubit Fluorometer (Invitrogen) and 1 µg of total RNA was reverse transcribed with the MuLV Reverse transcriptase (Applied Biosystems #N808-0018). Cytokine gene expression in spleens was assessed by quantitative real-time PCR with TaqMan probes specific for mouse TBP (mM00446971_m1), IL-1β (Mm0434228_m1), TNF(Mm00443258_m1), IL-6 (Mm00446190_m1) and IL-10 (Mm00439614_m1), obtained from Applied Biosystems. Quantitative Real-time PCR was performed in triplicate loading 50 ng (IL-1 and TNF) or 100 ng (IL-6 and IL-10) of cDNA per reaction and carried out on the Stratagene Mx3005 P Real-Time PCR system (Agilent Technologies). Reaction conditions included incubation at 50 °C for 2 min. and 95 °C for 10 min. followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. PCR runs included no-template controls and no-reverse transcriptase controls. The target genes were normalized to the housekeeping gene, TBP, and results were expressed as fold changes from naive WT mice (there was no difference in gene expression between naive WT and KO mice, data not shown) using the delta-delta *Ct* method. Ficolin-A gene expression in liver and spleen and ficolin-B gene expression in bone marrow was assessed under the same conditions as above with TaqMan probes specific for mouse TBP (mM00446971_m1), ficolin-A (Mm00484287_m1) and ficolin-B (Mm01332438_m1) obtained from Applied Biosystems.

### Luminex assay

After the administration of a lethal (10 mg/kg) or sublethal (2.5 mg/kg) dose of LPS, serum was obtained from submandibular blood collection before the animal was sacrificed. Blood was also collected from naive mice. The serum was aliquoted and kept at −80 °C until further analysis. In experiments in which a lethal dose of LPS was given, blood was collected at 1 h or 6 h after LPS challenge in separate experiments. In experiments in which a sublethal dose of LPS was given, blood was collected at 1 h, 6 h, 12 h or 24 h after LPS challenge. Blood was also collected from naive mice (0 h). All serum samples were assayed in duplicate with a 23-plex mouse cytokine kit and read using the Bio-Plex 200 system and the Bio-Plex Manager software version 6.0 according to manufacturer’s protocol (Bio-Rad Laboratories). The profile of the cytokines analyzed was IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12 p40, IL-12 p70, IL-13, IL-17, eotaxin (CCL11), G-CSF, GM-CSF, IFN-γ, KC, MCP-1, MIP-1α, MIP-1β, RANTES and TNF. IL-9 was excluded from the analysis because it was undetectable in all samples. On one plate, containing the 12 h and 24 h samples, IL-2 and IL-4 was also undetectable, for which reason these were excluded.

### Microarray analysis

RNA from spleens of naive mice and mice challenged with LPS was isolated as described above for qPCR. Subsequently, RNA was reverse transcribed and used for cRNA synthesis, labelling and hybridization with GeneChip Mouse Genome 2.0 ST arrays (Affymetrix) according to the manufacturer standard protocol available at www.affymetrix.com. The arrays were washed and stained with phycoerytrin conjugated streptavidin using the Affymetrix Fluidics Station 450, and the arrays were scanned in the Affymetrix GeneArray 3000 7 G scanner to generate fluorescent images. Cell intensity files (.CEL files) were generated in the GeneChip Command Console Software (AGCC; Affymetrix). The microarray data are deposited to Gene Expression Omnibus (accession number GSE95125).

Bioinformatics analysis was performed using Qlucore Omics Explorer 3.2. Raw intensity.CEL files were preprocessed by quantile normalization, and gene summaries were extracted via robust multi-array average (RMA)^48^. By comparison of groups with LPS with groups without LPS (i.e. KO + LPS versus KO-LPS and WT + LPS versus WT-LPS), q < 0.05 was considered as statistically significant. By comparisons of groups KO versus WT (i.e. KO-LPS vs. WT-LPS and KO + LPS vs. WT + LPS), differentially expressed genes passing p < 0.05 were considered as statistically significant. If setting the significance border to q < 0.05 only *Fcna* would be considered as differentially expressed between KO and WT groups. Hierarchical cluster analysis was performed and visualized using the Qlucore Omics Explorer™ software. All hierarchical clusters are build using average linkage and heat map was generated based on mean m = 0, variance 1 normalization.

### Statistics

All data, except microarray data, was analyzed using GraphPad Prism Software, version 6. Kaplan–Meier survival curves were compared using the log-rank test. Comparisons between groups of WT and KO mice were calculated using the unpaired Student’s t-test and p < 0.05 was considered statistically significant. Comparisons of serum cytokine levels were subjected to post hoc Bonferroni correction for multiple testing (22 comparisons).

## Electronic supplementary material

Supplementary information

# Supplementary material for: Ficolins do not alter host immune responses to lipopolysaccharide-induced inflammation in vivo
**Source:** Sci Rep. 2017 Jun 20;7:3852. doi: 10.1038/s41598-017-04121-w
**Supplement:** Supplementary file 1 — Supplementary information

Ficolins do not alter host immune responses to lipopolysaccharide-induced inflammation *in vivo*

Ninette Genster, Olga Østrup, Camilla Schjalm, Tom Eirik Mollnes, Jack B. Cowland and Peter Garred

Supplementary information

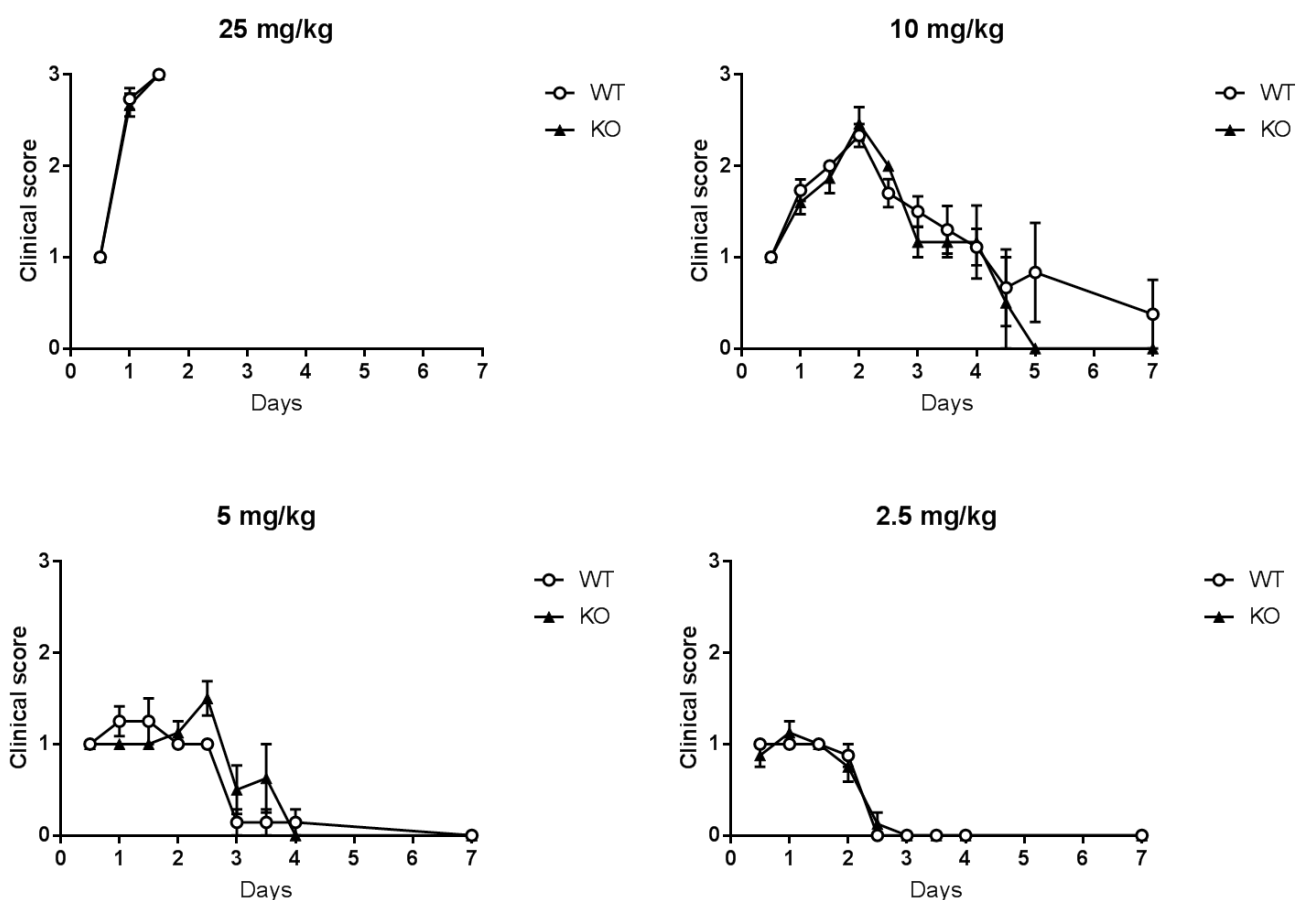

Supplementary Figure S1: Clinical scores are similar in ficolin KO mice and WT mice after LPS challenge. WT and ficolin KO mice were intraperitoneally injected with LPS of indicated doses and monitored for clinical signs of disease twice a day for seven days. The severity of the clinical appearance was scored as follows: 0, not affected; 1, slightly affected (mild piloerection and slightly hunched posture, normal activity); 2, affected (hunched posture, mild piloerection, less active); 3, severely affected (very hunched posture and severe piloerection, inactive). Animals were euthanized if they reached a score of 3. Results were obtained from one (5 mg/kg and 2.5 mg/kg; n=8) or two (25 mg/kg and 10 mg/kg; n=15) experiments.

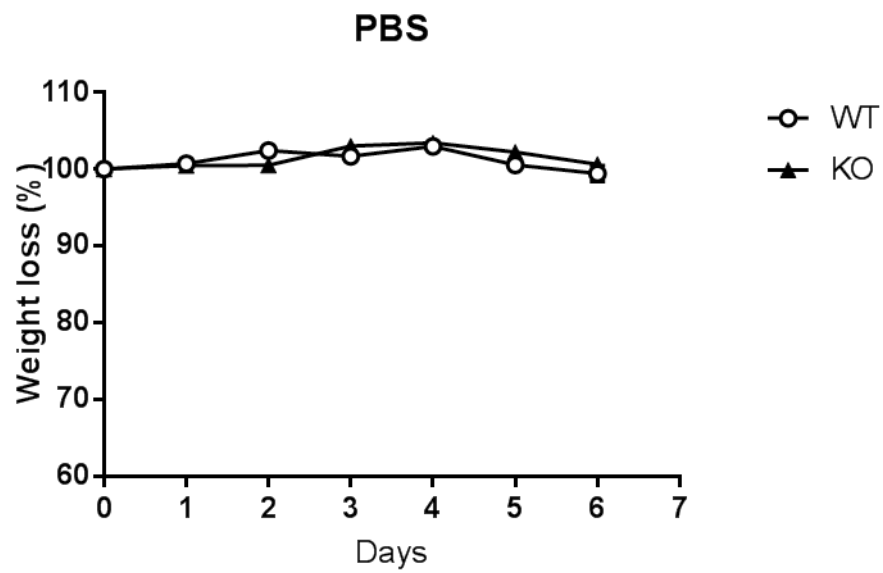

Supplementary Figure S2: Body weight change in control mice receiving PBS. Ficolin KO and WT mice received 100 μ l i.p. of PBS, and their body weight was recorded each morning for 7 days.

Supplementary Table S1: List of differentially expressed genes between naive KO and WT mice (cut-off: fold-change >1.5 and p< 0.05). Ranked by p-value.

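Of the 24 genes in Table S1, 20 had a probe set with 1 gene symbol in the annotation used here, and 17 of these met the criteria for DEGs by limma. They included Tnfrsf8, the lymphocyte receptor CD30, with a log2 fold-change of 0.72 (SE 0.17), Fpr2, a receptor for formyl peptides (0.72, SE 0.19), and Il22ra2, a soluble receptor that binds interleukin-22 (-0.73, SE 0.17). Single arrays decided these, since Tnfrsf8 was 0.55 without WT naive replicate 3, Fpr2 0.52 without WT naive replicate 2 and 0.58 without KO naive replicate 3, and Il22ra2 -0.54 without WT naive replicate 1. Of the 20 genes, 19 had the direction given in the table and 18 a fold-change within 2% of the paper's. The immunoglobulin variable gene Igkv6-14 had a fold-change of 1.25, Ighv1-47 one of 1.85 and Swsap1, which takes part in DNA repair, one of 1.08, and these 3 did not meet the criteria.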

Gene Symbol	Gene title	p-value	q-value	Fold change
Fcna	ficolin A	0.00012096	0.999820586	0.040523436
Reg2	regenerating islet-derived 2	0.001911474	0.999820586	6.95572138
Fndc9	fibronectin type III domain containing 9	0.006271631	0.999820586	0.657547295
Ifit1	interferon-induced protein with tetratricopeptide repeats 1	0.010425449	0.999820586	1.64212811
Olfr1057	olfactory receptor 1057	0.013770487	0.999820586	1.55121636
Cryaa	crystallin, alpha A	0.01669281	0.999820586	1.75098479
Nav3	neuron navigator 3	0.018182895	0.999820586	0.659860671
Platr16	pluripotency associated transcript 16	0.019339398	0.999820586	1.51354682
Igkv4-63	immunoglobulin kappa variable 4-63	0.019434186	0.999820586	1.80579424
Igkv6-14	immunoglobulin kappa variable 6-14	0.023451715	0.999820586	2.95447111
Tnfrsf8	tumor necrosis factor receptor superfamily, member 8	0.024352936	0.999820586	1.64436829
Nr1d1	nuclear receptor subfamily 1, group D, member 1	0.024693266	0.999820586	0.367080063
Cxcl10	chemokine (C-X-C motif) ligand 10	0.026220205	0.999820586	1.53251374
Tmem181c-ps	transmembrane protein 181C, pseudogene	0.027257524	0.999820586	0.652070522
Adgrg2	adhesion G protein-coupled receptor G2	0.029700616	0.999820586	0.657031059
Ighv2-7	immunoglobulin heavy variable 2-7	0.030730346	0.999820586	5.31560183
Ighv1-77	immunoglobulin heavy variable 1-77	0.031079341	0.999820586	0.555991113
Swsap1	SWIM type zinc finger 7 associated protein 1	0.031442849	0.999820586	0.580097198
Hist1h2ak	histone cluster 1, H2ak	0.035253284	0.999820586	1.63078511
Ighv1-47	immunoglobulin heavy variable 1-47	0.035945476	0.999820586	1.84727669
Npas2	neuronal PAS domain protein 2	0.037697815	0.999820586	1.5466001
Olfr372	olfactory receptor 372	0.043586437	0.999820586	1.6012516
Il22ra2	interleukin 22 receptor, alpha 2	0.046412171	0.999820586	0.601248503
Fpr2	formyl peptide receptor 2	0.049561675	0.999820586	1.64520431

Supplementary Table S2: List of differentially expressed genes between LPS-challenged KO and WT mice (cut-off: fold-change >1.5 and p< 0.05). Ranked by p-value.

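Of the 59 genes in Table S2, 37 had a probe set with 1 gene symbol in the annotation used here, and 34 of these met the criteria for DEGs by limma. Many are secreted by the exocrine pancreas, such as Sycn, a protein of its secretory granules (-3.78, SE 0.83), and Rnase1, a secreted ribonuclease (-3.34, SE 0.76). Of the 37 genes, 36 had the direction given in the table and 36 a fold-change within 2% of the paper's. The serpin Serpini2 (-0.69), the telomerase RNA Terc (-0.60) and the T cell receptor gene Trav3-4 (fold-change 1.08) did not meet the criteria. Of 17 measured immunoglobulin variable genes, Ighv1-54 was higher in ficolin KO mice (1.10), but not without KO LPS replicate 3 (0.51) or any 1 WT LPS array (1.06 to 1.17). The list, written after reading the table and so not independent evidence, had a median of 0.40 (camera adjusted p = 0.00232, and adjusted p = 0.954 with an estimated correlation), or -0.03 without KO LPS replicate 3. The 5S ribosomal RNA genes had 1 measured member, n-R5s136 (-0.68, SE 0.27, adjusted p = 0.93 from limma), and no list test was made. Of 8 erythroid genes all had a negative log2 fold-change, with a median of -0.64, and Tal1, a transcription factor of blood formation, met the criteria at -0.60 (adjusted p = 0.00419, and adjusted p = 0.954 with an estimated correlation). The median of the erythroid list was -0.51 without WT LPS replicate 3 and -0.27 without KO LPS replicate 2, where the list no longer passed, and the call of Tal1 ended without KO LPS replicate 2 (-0.39), KO naive replicate 2 (-0.60) or any 1 WT LPS array (-0.64 to -0.56). Of 78 small nucleolar RNAs, Snord88a (-0.85, SE 0.19) and Snord13 (-0.60, SE 0.27, and from -0.60 to -0.48 where KO naive replicate 3, WT LPS replicate 1 or 2 or KO LPS replicate 1 or 2 left out ended its call) were lower, with a list median of -0.13 (adjusted p = 0.0109, and adjusted p = 0.954 with an estimated correlation). It no longer passed without WT LPS replicate 1 (-0.11), KO LPS replicate 1 (-0.06) or KO LPS replicate 3 (-0.07).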

Gene Symbol	Gene title	p-value	q-value	Fold change
Fcna	ficolin A	2.10E-06	0.06515653	0.077078208
Coq4	coenzyme Q4 homolog (yeast)	0.000182203	0.803396983	0.434642166
Fcamr	Fc receptor, IgA, IgM, high affinity	0.002163024	0.803396983	1.53612971
Zfp932	zinc finger protein 932	0.002660119	0.803396983	1.89745629
Ctrcos	chymotrypsin C (caldecrin), opposite strand	0.005476399	0.803396983	0.571846545
Ighv1-59	immunoglobulin heavy variable V1-59	0.006884177	0.803396983	0.445768505
Olf1487	olfactory receptor 1487	0.008417016	0.804140389	1.69576168
Slc25a2	solute carrier family 25 (mitochondrial carrier, ornithine transporter) member 2	0.008797918	0.814551197	0.657744825
Nudt15	nudix (nucleoside diphosphate linked moiety X)-type motif 15	0.009738726	0.814551197	0.666325927
Cdh1	cadherin 1	0.009979862	0.814551197	0.640527904
Igkv11-125	immunoglobulin kappa variable 11-125	0.010825898	0.814551197	0.633507371
Rny1	RNA, Y1 small cytoplasmic, Ro-associated	0.011013516	0.814551197	0.553824246
Reg3a	regenerating islet-derived 3 alpha	0.011271817	0.816585191	0.134610847
LOC105246765	uncharacterized LOC105246765	0.011468274	0.816585191	0.624439299
Hist1h3e	histone cluster 1, H3e	0.011741141	0.816585191	0.57465446
Zfp595	zinc finger protein 595	0.0123264	0.828068311	1.5176791
Igkv3-10	immunoglobulin kappa variable 3-10	0.013670111	0.828068311	1.85223401
Pla2g1b	phospholipase A2, group IB, pancreas	0.014615277	0.828068311	0.10981901
Mir101c	microRNA 101c	0.015072551	0.828068311	1.91405642
Serpina3b	serine (or cysteine) peptidase inhibitor, clade A, member 3B	0.016384844	0.828068311	1.61582017
Prss3	protease, serine 3	0.016808209	0.828068311	0.622020245
Olf1584	olfactory receptor 584	0.017714295	0.830431148	1.92443252
Reg2	regenerating islet-derived 2	0.018995334	0.852992711	0.100611478
Krtap4-13	keratin associated protein 4-13	0.019402944	0.854114837	1.60959744
Igkv10-96	immunoglobulin kappa variable 10-96	0.019732783	0.855886334	1.72189844
n-R5s56	nuclear encoded rRNA 5S 56 [Source:MGI Symbol;Acc:MGI:4421901]	0.021673194	0.857472691	0.548083127
Igkv10-95	immunoglobulin kappa variable 10-95	0.021787262	0.857472691	1.6981535
Hist1h2bg	histone cluster 1, H2bg	0.024767719	0.861498752	0.509057283
n-R5s196	nuclear encoded rRNA 5S 196 [Source:MGI Symbol;Acc:MGI:4422061]	0.025796929	0.861498752	0.607967734
Hist1h4d	histone cluster 1, H4d	0.026686489	0.861498752	0.399555147
n-R5s151	nuclear encoded rRNA 5S 151 [Source:MGI Symbol;Acc:MGI:4422013]	0.028660288	0.861967799	0.613768578
Reg3g	regenerating islet-derived 3 gamma	0.029942118	0.861967799	0.154662997
Hist1h2ae	histone cluster 1, H2ae	0.031728078	0.861967799	0.555272102
Cep55	centrosomal protein 55	0.033315942	0.861967799	1.55351198
Fthl17b	ferritin, heavy polypeptide-like 17, member B	0.033333356	0.861967799	0.642588377
Ighv1-78	immunoglobulin heavy variable 1-78	0.03336336	0.861967799	2.43485093
Ighv1-36	immunoglobulin heavy variable 1-36	0.034780014	0.861967799	1.54845917
Pnliprp2	pancreatic lipase-related protein 2	0.036462845	0.861967799	0.111594163
Tff2	trefoil factor 2 (spasmolytic protein 1)	0.039169234	0.861967799	0.240793243
Reg3d	regenerating islet-derived 3 delta	0.039892065	0.861967799	0.155789137
Hist1h3d	histone cluster 1, H3d	0.040310591	0.861967799	0.54826051
Klk1b5	kallikrein 1-related peptidase b5	0.04062453	0.861967799	0.26835233

Igkv19-93	immunoglobulin kappa chain variable 19-93	0.041749687	0.863045545	1.64638305
Prss1	protease, serine 1 (trypsin 1)	0.042107912	0.863045545	0.232220396
Cuzd1	CUB and zona pellucida-like domains 1	0.042240663	0.863045545	0.173102692
Prss2	protease, serine 2	0.04342556	0.863045545	0.103432864
Zfp708	zinc finger protein 708	0.044107337	0.863045545	1.6364466
Serpini2	serine (or cysteine) peptidase inhibitor, clade I, member 2	0.044540078	0.863910481	0.620728016
Dmbt1	deleted in malignant brain tumors 1	0.045655552	0.865441403	0.116626412
Cpa2	carboxypeptidase A2, pancreatic	0.046108628	0.865441403	0.109841868
Rnase1	ribonuclease, RNase A family, 1 (pancreatic)	0.046442502	0.865441403	0.098636575
Igkv3-4	immunoglobulin kappa variable 3-4	0.048224008	0.865441403	2.5285902
Rps23	ribosomal protein S23	0.048446785	0.865441403	1.59689212
Tal1	T cell acute lymphocytic leukemia 1	0.048508227	0.865441403	0.659677744
n-R5s213	nuclear encoded rRNA 5S 213 [Source:MGI Symbol;Acc:MGI:4422078]	0.048617412	0.865441403	0.594864607
Trav3-4	T cell receptor alpha variable 3-4	0.048846953	0.865441403	0.62686789
Terc	telomerase RNA component	0.049255852	0.865441403	0.661127329
Snord13	small nucleolar RNA, C/D box 13	0.049383713	0.865441403	0.660013199
Sycn	syncollin	0.049563836	0.865441403	0.072664753

How the deposited data were processed for this re-analysis (not part of the article)

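Gene expression was measured in spleens of 12 female C57BL/6 mice on 12 Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse, in 4 groups of 3 mice: naive WT, naive ficolin KO, LPS challenged WT and LPS challenged ficolin KO. LPS challenged mice had received 10 mg/kg LPS intraperitoneally and were sacrificed after 6 h. The labels give an age of 10 weeks. The authors quantile normalized the arrays and summarised probes by RMA in Qlucore Omics Explorer, and the deposited values are log2 intensities with 2 decimals, in 1 table of 41345 probe sets by 12 arrays. The scanned arrays themselves were not used here, so the background correction and normalization could not be repeated. Arrays were assigned to groups by their labels.

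Symbols came from the annotation of the array's probe sets. Probe sets with several gene symbols (1814) or none (16010) were left out, and of several probe sets of 1 gene (1082 genes) the brightest was used, which left 22180 genes, with no filter on dim genes. The files used give no detection calls, and where 1 group of a comparison lay below the median of every array (at least 4.17), as Reg2 and Reg3d did in naive WT and LPS challenged ficolin KO mice and Reg3a in all groups but LPS challenged WT mice, the fold-change can only be a lower bound. H2ac15, Zfp932 and Il22ra2 lay below it in every group, and Cryaa and Npas2 did so in naive WT mice. The fit was made with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) on all 12 arrays, with 8 residual and 6.7 prior degrees of freedom. It compared ficolin KO with WT mice in the naive and in the LPS challenged state, LPS challenged with naive mice in each genotype, and both responses with each other. The p-values were adjusted by the Benjamini-Hochberg method over all genes. Genes were called at the paper's criteria, a fold-change over 1.5 and p under 0.05 between genotypes and a fold-change over 2 and adjusted p under 0.05 between treatments, and at an adjusted p under 0.05 for the difference between the responses. The number of arrays limits the precision, and log2 fold-changes had a median standard error of 0.14 and differences between the responses one of 0.20.

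The design, the alternatives and the gene lists were fixed before the data were examined, apart from the additions named here. The lists hold genes of the lectin pathway, complement, the cytokines of the paper's Luminex panel, other chemokines, interferon-stimulated genes, NF-kB targets and feedback, acute phase, inflammasome and pyroptosis, prostaglandin and leukotriene synthesis, macrophage activation metabolism, iron handling, MHC class II and class I presentation, glucocorticoid-responsive genes, circadian clock, mitosis, B cells, plasma cells, T cells, NK cells, red pulp macrophages, marginal zone and metallophilic macrophages, neutrophils, monocytes, dendritic cells, eosinophils with basophils and mast cells, erythroid cells, megakaryocytes and platelets, endothelial cells, splenic stroma, exocrine pancreas, pancreatic islets, Reg family, adipose tissue, histones, immunoglobulin variable genes, T cell receptor variable genes, small nucleolar RNAs and ribosomal proteins. These are 39 lists, and a list of 5S ribosomal RNA genes had a single measured member and was not tested. The lists of the exocrine pancreas, Reg family, circadian clock, histones, immunoglobulin variable genes and 5S ribosomal RNA genes were written after reading the paper's tables of DEGs. Lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 39 lists. The lists of gene families were drawn by symbol prefix, and those of ribosomal proteins and histones were found to hold genes of other families, such as kinases and replication-independent linker histones, as well as pseudogenes; both were tested again without these 23 and 3 genes, an alternative added after seeing the results. Genes named in the text are those the paper names for the arrays, the cytokines of its qPCR, the genes of Fig. 9C, the largest rises and falls that separated all arrays, genes with an adjusted p under 0.05 between genotypes or between responses, up to 4 members of each list described, genes of Tables S1 and S2, whose values had been seen before, and called genes near Fcna and Fcnb; further names, such as those that complete a count or fail a call, were picked after their values were seen.

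Genes near Fcna and Fcnb were the 50 measured genes on each side of each in the order of the mouse annotation, compared with the other placed genes by Fisher's exact test, two-sided. The files give no genome build and no positions are reported. Alternatives were each pair of groups fitted alone, ordinary least squares on the 2 groups, trended and robust variances, array weights, the dimmest genes left out, all probe sets, the probe sets of a gene averaged, array medians subtracted, quantile normalization again, a replicate block, the mean of the exocrine pancreas genes as a covariate, other thresholds, 25 or 100 neighbours, and each array left out in turn. Added after seeing the data were counts without the exocrine pancreas and Reg genes, ordinary least squares over every probe set with a gene symbol, and the 2 shortened lists. Other splits of the arrays into groups of the same sizes were counted, with 100 drawn where there were more. The fit was tested on simulated data for 22180 genes, in which it called 49.3% of genes changed by a fold of 1.5 and 98.5% of those changed by a fold of 2 between naive genotypes, with 32 unchanged genes called, and 37.3% of genes changed by a fold of 2 and 100% of those changed by a fold of 4 between treatments in WT mice. The simulated noise was independent between genes, so these shares do not hold for genes that vary widely or together between mice.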

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

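Chosen after the result was seen were the tests of pancreas tissue and of a pancreatic response for the exocrine pancreas genes, the test of pancreas tissue for Reg2 in LPS challenged mice, the tests of collection time, of a single array for the clock list and of a lasting genotype effect for the clock genes, the tests of a strain variant and of passenger DNA for Coq4, and the lists looked up for the split with the most genes.

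Of 30 exocrine pancreas genes 28 were lower in LPS challenged ficolin KO than WT spleens (median -3.18, and -3.86 between the responses to LPS), as were 6 of 7 Reg genes (-2.89 and -3.37) with Reg3a (-2.89) and Reg2 (-6.11 between the responses), but these lists no longer passed with an estimated correlation (adjusted p = 0.118 and adjusted p = 0.171 for the pancreas list, adjusted p = 0.103 and adjusted p = 0.0971 for the Reg list). The amount of adherent pancreas may explain the enzymes, since within groups the 30 genes moved together from mouse to mouse with a median correlation of 0.85, against 0.005 for 300 random genes. A change of pancreatic expression by genotype and LPS alone would leave the mice of a group close together, whereas the list mean varied within every group, with a lowest SD of 0.76. The mean follows the groups as well, so such a change on top of varying tissue cannot be told apart from the amount of pancreas. For Reg2 in naive mice the values argue against pancreas tissue as the whole cause, since the difference with the pancreas mean as a covariate was still 2.52 (SE 0.38, adjusted p = 0.136, against 2.80 without it), whereas in LPS challenged mice it stays open, since the difference became -1.72 (SE 0.57, adjusted p = 0.862, against -3.31 without it) and the slope on the pancreas mean was -0.015 (SE 0.34) in naive and 0.87 (SE 0.16) in LPS challenged mice. For Reg3a and Reg3g in LPS challenged mice the covariate moved the mean difference from -2.79 to -1.60 (SE 0.61), which keeps both readings open because their slope on the pancreas mean was 0.01 (SE 0.04) in naive and 0.64 (SE 0.24) in LPS challenged mice, so that 1 slope for both states is wrong for genes that pancreas may express only after LPS. Of the 30 and 7 genes, 13 and 4 stand in Table S2, picked by the study from these arrays, how many the spleen itself expresses is not known from them, and levels in naive WT, naive ficolin KO, LPS challenged WT and LPS challenged ficolin KO mice were 11.94 ± 0.74, 12.43 ± 0.62, 12.52 ± 0.68 and 8.64 ± 2.96 for Ctrb1 and 11.49 ± 0.83, 11.89 ± 0.62, 12.05 ± 0.75 and 8.43 ± 2.52 for Ctrl (SD, n = 3 each).

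Clock genes had a median of -0.14 between naive ficolin KO and WT spleens and one of 0.19 between the responses to LPS, list calls that were lost with an estimated correlation (adjusted p = 0.864 and adjusted p = 0.793). Of the 16 genes 3 met the criteria in naive mice, Nr1d1 and Dbp lower and Npas2, dim in naive WT mice (3.93), higher in ficolin KO mice. A different time of day of tissue collection may explain this, because genes in phase with Nr1d1 were lower (6 of 7) and genes in antiphase higher (4 of 5) in naive ficolin KO mice, with a median phase difference of -0.48 against -0.003 after LPS challenge. A single naive array as the cause is argued against for Nr1d1, which met the criteria with each of the 6 naive arrays left out (-1.84 to -1.15), but stays open for the list, because its call ended without WT naive replicate 2 (-0.10 in naive mice, 0.085 between the responses) or KO naive replicate 3 (-0.10 and 0.16), and between the responses also without WT LPS replicate 2 (0.13) or 3 (0.14) or KO LPS replicate 1 (0.16) or 2 (0.14), the call of Dbp without WT naive replicate 2 (-0.58) and that of Npas2 without WT naive replicate 3 (0.51), KO naive replicate 1 (0.58) or KO naive replicate 2 (0.51), although the phase difference was -0.43 or lower with each left out. A lasting effect of the genotype on Nr1d1 was tested by the difference between the responses, 1.50 (SE 0.36, adjusted p = 0.998 from limma). That value reuses the naive difference for which the gene was picked. After LPS challenge the log2 difference was 0.05 (SE 0.25), so no difference of the naive size was seen there. Nr1d1 lay from 6.69 to 8.08 in naive and from 6.47 to 6.84 in LPS challenged WT mice. LPS could thus hide a genotype effect, and a lasting one is not excluded. Collection times are not given in the labels, and an effect of genotype on the clock in naive mice alone stays open and untested.

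Coq4 was lower in LPS challenged ficolin KO than WT spleens (-1.20) and its response differed (-1.36), and it lies 26 measured genes from Fcnb. A strain variant under its probes is argued against, because it would lower the signal in both states and the difference in naive mice was 0.16 (SE 0.12). Pancreas tissue is argued against by a difference of -1.38 (SE 0.17, adjusted p = 0.0176) with the pancreas mean as a covariate. Passenger DNA around the deleted genes, which could carry another regulatory allele of Coq4, cannot be told apart from an effect of ficolin deficiency, since both come with the genotype. The share of genes near Fcna and Fcnb with p under 0.05 in LPS challenged mice, 8.18% against 5.16%, decides neither (Fisher's exact test, p = 0.102). It also counts Coq4 itself and the pancreatic lipase Cel. A biological effect of ficolin deficiency on Coq4 was not tested otherwise.

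The other results are given as values. In naive ficolin KO against WT mice the exocrine pancreas genes had a median of 0.52 (0.0075 without WT naive replicate 1 and 0.10 without KO naive replicate 1) and the Reg genes one of 0.16 (0.065, 0.13 and 0.11 without WT naive replicate 2, KO naive replicate 1 and KO naive replicate 3). Interferon-stimulated genes had a median of 0.23 between naive ficolin KO and WT mice, where 3 of 30 met the criteria, and one of -0.23 between the responses, where 0 passed by limma (adjusted p = 0.379 and adjusted p = 0.56 with an estimated correlation). Histones had a median of -0.48 between LPS challenged ficolin KO and WT mice (-0.51 without the 3 replication-independent genes), where 5 of 29 met the criteria, and one of -0.55 between the responses (-0.61 without them), where 0 passed by limma (adjusted p = 0.686 and adjusted p = 0.78 with an estimated correlation). Immunoglobulin variable genes had medians of 0.40 between LPS challenged ficolin KO and WT mice, where 1 of 17 met the criteria, and of 0.50 between the responses, where 0 passed by limma, with -0.03 and 0.09 without KO LPS replicate 3 (adjusted p = 0.954 and adjusted p = 0.868 with an estimated correlation). Erythroid genes had a median of -0.64 in LPS challenged ficolin KO against WT mice, and -0.27 without KO LPS replicate 2 and -0.51 without WT LPS replicate 3. Small nucleolar RNAs had a median of -0.13 in the same comparison, and -0.11, -0.06 and -0.07 without WT LPS replicate 1, KO LPS replicate 1 and KO LPS replicate 3. Each of these list calls was lost with an estimated correlation.

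Other splits of the same arrays into groups of the same sizes were counted for each comparison. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 41 DEGs in naive mice and the highest other 194 (10 of 10 splits gave as many), 102 in LPS challenged mice and the highest other 260 (2 of 10), and with an adjusted p under 0.05, 1 and 3 genes against 0 at the highest in other splits (1 of 10 each). For LPS against naive the real splits gave 1997 genes in WT and 1918 in ficolin KO mice and other splits 0 at the highest (1 of 10 each). For genes changed in both genotypes the real split gave 1607 and the others 0 at the highest (1 of 100 splits). All other splits of these 3 counts mix naive and LPS challenged arrays in at least 1 genotype, which puts the effect of LPS into the spread. Their 0 could be foreseen, so these splits do not test chance. For the difference between the responses 2 of 100 splits, the real one included, gave at least the 2 genes of the real split. The other one gave 133, so the splits do not exclude chance for the count of 2. Among the 133 genes were 7 of 8 erythroid, 9 of 21 mitosis and 12 of 29 histone genes, and what the arrays of that split share was not tested.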

How the results depend on the processing

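Counts without the exocrine pancreas and Reg genes, ordinary least squares over every probe set with a gene symbol and the shortened histone and ribosomal protein lists were chosen after the data were seen. Of the values for lists under alternatives, 2978 kept their side of the threshold, 66 lost and 71 gained a call, and of those for named genes 3961 kept it, 158 lost and 20 gained one and 8 changed sign. Of the counts and neighbour shares 181 stayed within 1.5 times or on their side, and the others follow, for which the cause was not tested except where fewer criteria or more tests set the count. DEGs in naive mice (41) were 17 with ordinary least squares, 333 with all probe sets, 633 with no fold criterion, 20 with ordinary least squares over every probe set with a symbol and 40 to 110 in the leave-one-out fits. DEGs in LPS challenged mice (102) were 46, 540, 1150, 58 and 99 to 208 in the same order, and 493 with the pancreas covariate and 68 without the pancreas and Reg genes. Genes with an adjusted p under 0.05 in naive mice (1) were 2 with pairs fitted alone, 0 with ordinary least squares, 3 with all probe sets, 2 with the replicate block and 1 to 2 leave-one-out, and in LPS challenged mice (3) 0 with ordinary least squares, 5 with array weights, 5 with all probe sets, 6 with the block and 2 to 23 leave-one-out. LPS responses were 3255 genes with all probe sets, 4418 at a fold-change over 1.5 and 1953 to 2098 leave-one-out in WT mice, 3083, 4236 and 1826 to 2091 in ficolin KO mice, and 2459, 3558 and 1540 to 1645 in both. Genes whose responses differ (2) were 0 with ordinary least squares, 1 with trended variances, 0 with all probe sets, 0 with the pancreas covariate, 1 without the pancreas and Reg genes and 2 to 3 leave-one-out. Genes near Fcna and Fcnb with p under 0.05 were 7.00% in naive mice with 25 neighbours, and leave-one-out 3.77% to 6.29% in naive and 5.03% to 10.06% in LPS challenged mice.

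With the pancreas covariate 8 differences changed sign, those between LPS challenged ficolin KO and WT mice of Pnliprp1 (0.13), Cpb1 (0.27), Cpa1 (0.071), Dmbt1 (0.13), Klk1b5 (0.19), Rnase1 (0.0092) and Tff2 (0.11), and that of Pnliprp1 between LPS challenged and naive ficolin KO mice (0.27), as the covariate is made of these genes. It called 53 and 493 DEGs in naive and LPS challenged mice, among them 41 of the 41 and 37 of the 102 DEGs called without it. Ordinary least squares shared 16 of its 17 naive and 43 of its 46 LPS DEGs with limma. The arrays hold no depth, and genes near the lowest intensities, such as Fcnb, could not show a loss.

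Residuals of arrays with the same replicate number had correlations from -0.22 to 0.25, above 0.1 in 2 of 18 pairs. Both were pairs of a WT LPS with a KO LPS array, replicate 1 (0.16) and replicate 3 (0.25), while replicate 2 had -0.007. The exocrine pancreas mean rose with the replicate number in LPS challenged WT (7.37, 8.27 and 9.19) and ficolin KO mice (4.15, 5.66 and 6.90). A pairing of the LPS arrays by number therefore stays open. With the replicate block the counts were 41 and 102 DEGs, 2 and 6 genes with an adjusted p under 0.05, 1996 and 1921 genes changed by LPS, 1607 in both and 2 with different responses. The adjusted p from limma with the block was 0.00169 for Reg3a in LPS challenged mice (0.00602 without it). For the Reg2 difference between the responses it was 0.000478 (0.00657 without it).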

Differences from the paper's values

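Ordinary least squares over every probe set with a gene symbol and the count without the exocrine pancreas and Reg genes were tried only after the result was seen. For DEGs between naive ficolin KO and WT mice the paper's count is 24 and the count here is 41. Of the alternatives set before the data were examined, ordinary least squares on the 2 groups (17) and leaving out the dimmest genes (29) lay within 1.5 times of the paper's value, and the others did not. For LPS challenged mice the paper's count is 59 and the count here is 102, and ordinary least squares (46), trended and robust variances (87) and leaving out the dimmest genes (86) lay within 1.5 times of it, and the others set before the data were examined did not. Without the exocrine pancreas and Reg genes, chosen after seeing the values, the count of 68 lay within 1.5 times of it as well, but this drops 13 and 4 genes of the paper's Table S2. For both states together the paper's count is 85 and the count here is 139, with 61, 123 and 112 under these same 3 alternatives, which lay within 1.5 times of it, and the others did not. Ordinary least squares over every probe set with a gene symbol (25335 probe sets), chosen after seeing the values, gave 20 and 58. It dropped 2 of the paper's 20 matched genes in naive mice (Igkv6-14 and Fpr2) and 1 of 37 in LPS challenged mice (Trav3-4). The paper names no test for its counts. By least squares on the 2 groups, the unadjusted p-values of Fcna and Reg2 in both states lay near those of Tables S1 and S2. So did that of Coq4 in LPS challenged mice, whereas limma gave smaller ones for all of these. The choice of test and of probe sets may therefore account for much of the difference in counts. For an adjusted p under 0.05 in LPS challenged mice the paper's count is 1, Fcna, and the count here is 3, and no alternative gave 1, with 0 for ordinary least squares, 2 to 6 for the other alternatives and 2 to 23 in the leave-one-out fits.

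For Igkv6-14 in naive mice the paper's fold-change is 2.95 and the value here is 1.25, and no alternative came near the paper's. For Swsap1 in naive mice the paper's fold-change is 0.580 and the value here is 1.08, and averaging the probe sets of the gene gave 0.792, which lay within the limit, while the others did not. The dimmer probe set of Swsap1 gave 0.581 (unadjusted p = 0.0322 from ordinary least squares on the 2 naive groups). For Trav3-4 in LPS challenged mice the paper's fold-change is 0.627 and the value here is 1.08, and no alternative came near the paper's, with the pancreas covariate calling it in the opposite direction (log2 fold-change 0.88).

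The paper lists Ighv1-47 as a DEG in naive mice and Serpini2 and Terc in LPS challenged mice, and these did not pass here. Ighv1-47 (fold-change 1.85) passed with pairs fitted alone, with ordinary least squares and without KO LPS replicate 3, Serpini2 (-0.69) with pairs fitted alone and with ordinary least squares, and Terc (-0.60) with these, with the pancreas covariate and without WT naive replicate 2. The paper states that a stricter threshold leaves the ficolin-A gene alone, whereas its Tables S1 and S2 print a q above that threshold for Fcna in both states, and here the adjusted p of Fcna was 8.86e-09 and 2.15e-07 from limma. The counts of genes changed by LPS in both genotypes and in 1 alone, the fold-changes of Reg2 and the 38 fold-changes of Fig. 9C did not differ from the paper's by these rules.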

Other observations

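The test of equal responses was written before its result was seen, and nothing reported in this part was chosen after it except the shortened list of ribosomal proteins. Beyond the inflammatory genes, single genes of iron handling, NK cells and complement met the criteria for LPS challenge, where 1997 of all 22180 genes did in WT and 1918 in ficolin KO mice. Of 15 iron genes 3 rose and 4 fell in both genotypes, with Hamp, the hormone that blocks iron export, at log2 fold-changes of 3.10 in WT and 2.86 in ficolin KO mice from naive levels too dim to give more than lower bounds and the iron regulator Hfe at -2.38 and -2.41. Of 13 NK cell genes 2 rose in both genotypes, such as the granzyme Gzmb (4.85 and 4.38), and 5 fell in WT and 6 in ficolin KO mice, such as Klrd1 (-3.16 and -3.33). Of 26 complement genes 2 rose and 3 fell in WT mice and 1 rose and 4 fell in ficolin KO mice, with Cfb, a factor of the alternative pathway, at 2.23 and 2.17 and the complement receptor Cr2 at -2.33 and -2.03. Of 8 monocyte genes 4 rose and 2 fell in WT mice and 3 rose and 2 fell in ficolin KO mice, with the growth factor receptor Csf1r at -1.70 in both. Of 10 genes of eosinophils, basophils and mast cells 2 fell in both genotypes, such as Ccr3 (-4.59 and -4.01), and 1 rose in ficolin KO mice. None of these 5 lists had a camera adjusted p under 0.05 in either genotype. Chemokines outside the Luminex panel rose, 10 of 20 in WT and 11 in ficolin KO mice, such as Cxcl5 (4.52 and 4.30), with adjusted p = 5.44e-09 and 2.06e-09, and adjusted p = 0.0318 and adjusted p = 0.0294 with an estimated correlation.

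Of 14 glucocorticoid-responsive genes 5 rose in both genotypes and 1 fell in WT mice, such as the metallothionein Mt2 (3.47 and 3.73), with adjusted p = 0.00863 and 0.00116 from camera, and adjusted p = 0.231 and adjusted p = 0.124 with an estimated correlation. Of 16 genes of splenic stroma 4 fell in WT and 3 in ficolin KO mice, such as the transcription factor Tcf21 (-3.86 and -3.58), with adjusted p = 0.000134 and 2.25e-05, and adjusted p = 0.137 and adjusted p = 0.0958 with an estimated correlation. Of 78 small nucleolar RNAs, which guide RNA modification, 20 rose and 4 fell in WT and 24 rose and 4 fell in ficolin KO mice, such as Snord52 (2.52 and 2.46) and Snora34 (-1.94 and -1.67), with adjusted p = 1.15e-06 and 5.4e-06, and adjusted p = 0.315 and adjusted p = 0.4 with an estimated correlation. Of 17 immunoglobulin variable genes 7 fell in WT mice and 1 in ficolin KO mice (adjusted p = 5.99e-05 and 0.00625, and adjusted p = 0.315 and adjusted p = 0.548 with an estimated correlation), and of 8 T cell receptor variable genes 1 and 2 fell (adjusted p = 0.0219 and 0.0131, and adjusted p = 0.349 and adjusted p = 0.381 with an estimated correlation). No list test passed for LPS challenge on the lists of inflammasome and pyroptosis (4 rose in both genotypes), prostaglandin and leukotriene synthesis (2 rose and 4 fell in WT mice, 3 rose and 2 fell in ficolin KO mice), circadian clock (4 rose and 2 fell in WT mice, 3 rose and 2 fell in ficolin KO mice), plasma cells (1 rose and 3 fell in WT mice, 2 fell in ficolin KO mice), marginal zone and metallophilic macrophages (1 rose and 1 fell in WT mice, 1 fell in ficolin KO mice), neutrophils (1 rose and 1 fell in both), erythroid cells (1 rose in WT mice) or endothelial cells (2 rose and 3 fell in WT mice, 3 rose and 3 fell in ficolin KO mice). By limma 0 genes of mitosis, megakaryocytes and platelets, pancreatic islets, adipose tissue or the lectin pathway met the criteria for LPS challenge, with 11 of these 56 genes in WT and 5 in ficolin KO mice at an unadjusted p under 0.05. Of 90 genes with the symbol prefixes of ribosomal proteins, 4 rose and 1 fell in WT mice and 3 rose and 1 fell in ficolin KO mice (camera adjusted p = 0.65 and 0.597), and the 1 that fell was the kinase gene Rps6ka5, which is no ribosomal protein, while of the 67 genes left without other families and pseudogenes 3 and 2 rose and 0 fell (camera adjusted p = 0.495 and 0.405, limma for single genes). Between LPS challenged ficolin KO and WT mice, Cep55 was the 1 mitosis gene called (0.64, and 0.51 without WT LPS replicate 1 and 0.52 without KO LPS replicate 1) and Rps15 (0.74, and 0.56 and 0.54 without KO LPS replicates 1 and 2) and Rps23 (0.67, and 0.44 without WT LPS replicate 3) the 2 ribosomal protein genes.

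By qPCR the paper reports a lower mean of ficolin-A expression in spleen after LPS, a change that was not significant. On the arrays of WT mice Fcna changed in the same direction, with a log2 fold-change of -0.93 (fold-change 0.524, adjusted p = 0.00163 from limma, and adjusted p = 0.0547 from ordinary least squares). This is under the fold criterion of 2 but passed it without WT naive replicate 1 (-1.05) or replicate 2.

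A hypothesis is that the genes passing the criteria in 1 genotype alone may be genes with equal responses that noise puts on either side of the thresholds. In 20 simulations with the mean response in both genotypes and the measured spread, 654 to 743 genes passed in 1 genotype alone (median 691), and 697 did on the arrays, as equal responses predict. Of these 388 passed in WT mice alone, where the simulations gave 307 to 390, and 309 in ficolin KO mice alone, where they gave 321 to 387. In both genotypes 1607 passed, where the simulations gave 1642 to 1693. The simulated noise was independent between genes, and the simulated response was itself estimated from these arrays. Such ranges are too narrow for genes that vary together between mice. The counts outside them therefore do not argue against equal responses.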
